# A non-invasive strategy for suppressing asthmatic airway inflammation and remodeling: Inhalation of nebulized hypoxic hUCMSC-derived extracellular vesicles

**DOI:** 10.3389/fimmu.2023.1150971

**Published:** 2023-04-05

**Authors:** Xiaowei Xu, Ying Wang, Xinkai Luo, Xuerong Gao, Weifeng Gu, Yongbin Ma, Lili Xu, Mengzhu Yu, Xi Liu, Jiameng Liu, Xuefeng Wang, Tingting Zheng, Chaoming Mao, Liyang Dong

**Keywords:** inhalation device, nebulized administration, mesenchymal stem cells, extracellular vesicles, asthma, lung injury

## Abstract

Mesenchymal stromal cell-derived extracellular vesicles (MSC-EVs) are extremely promising nanoscale cell-free therapeutic agents. We previously identified that intravenous administration (IV) of human umbilical cord MSC-EVs (hUCMSC-EVs), especially hypoxic hUCMSC-EVs (Hypo-EVs), could suppress allergic airway inflammation and remodeling. Here, we further investigated the therapeutic effects of Hypo-EVs administration by atomizing inhalation (INH), which is a non-invasive and efficient drug delivery method for lung diseases. We found that nebulized Hypo-EVs produced by the atomization system (medical/household air compressor and nebulizer) maintained excellent structural integrity. Nebulized Dir-labeled Hypo-EVs inhaled by mice were mainly restricted to lungs. INH administration of Hypo-EVs significantly reduced the airway inflammatory infiltration, decreased the levels of IL-4, IL-5 and IL-13 in bronchoalveolar lavage fluid (BALF), declined the content of OVA-specific IgE in serum, attenuated the goblet cell metaplasia, and the expressions of subepithelial collagen-1 and α-smooth muscle actin (α-SMA). Notably, Hypo-EV INH administration was generally more potent than Hypo-EV IV in suppressing IL-13 levels and collagen-1 and α-SMA expressions. RNA sequencing revealed that various biological processes, such as cell adhesion, innate immune response, B cell activation, and extracellular space, were associated with the activity of Hypo-EV INH against asthma mice. In addition, Hypo-EVs could load exogenous miR-146a-5p (miR-146a-5p-EVs). Furthermore, INH administration of miR-146a-5p-EVs resulted in a significantly increased expression of miR-146a-5p mostly in lungs, and offered greater protection against the OVA-induced increase in airway inflammation, subepithelial collagen accumulation and myofibroblast compared with nebulized Hypo-EVs. Overall, nebulized Hypo-EVs effectively attenuated allergic airway inflammation and remodeling, potentially creating a non-invasive route for the use of MSC-EVs in asthma treatment.

## Introduction

Asthma is a chronic respiratory disease characterized by airway inflammation and airway remodeling (1). This disease affects more than 350 million people worldwide and has become a serious global public health concern (2). Current asthma therapy, including corticosteroids and long-acting β2-adrenoceptor agonists, focuses on symptom management rather than disease regression (3). Moreover, high doses of corticosteroids have side effects (4). New treatment strategies are still needed.

An increasing amount of evidence showed that exogenous mesenchymal stem cells (MSCs) effectively elicited inhibitory effects on airway inflammation and airway remodeling in asthmatic mice through the secretion of paracrine factors (5, 6). Extracellular vesicles (EVs) are nano-scale membrane vesicles released by almost all cell types (7). Transplantation of MSC-derived EVs (MSC-EVs) and MSC exhibits similar therapeutic effects on the alleviation of lung inflammation and reduction of collagen fiber content in chronic asthma mice (8), confirming MSC-EVs are a major kind of functional forms of MSCs (9). Strikingly, MSC-EVs possess conspicuous advantages over cell-therapy, such as high biosafety, low immunogenicity, easy storage, and can even be considered as an off-the-shelf product (10). Thus, MSC-EVs might represent an extremely promising cell-free therapeutic strategy for asthma, as confirmed in various experimental asthma models (11–14).

To data, most published articles on the use of MSC-EVs in the treatment of asthma (mice model) discussed their administration by tail vein. It should be noted that large amount of MSC-EVs administered intravenously (IV) will converge in the liver (15–19), which not only increased the metabolic burden of body but also caused the MSC-EV waste [especially the yield of MSC-EVs is insufficient today (20)]. Moreover, most patients with asthma might not accept this invasive administration route. The atomizing inhalation (INH) has been gaining immense attention in the treatment of lung damage, because it offers the advantages of rapid onset of action, reduced dosage amount, localized action, and avoidance of first-pass effect. We speculated that inhalation of nebulized MSC-EVs might be effective for the treatment of asthma, which has never been reported before.

In this study, we first created a nose-only and high-effective inhalation exposure system to mouse by simulating the process of human clinical atomization administration. We previously found that hypoxic environment (5% O_2_) could promote hUCMSCs to release more EVs (called Hypo-EVs), and these Hypo-EVs (IV administration) were generally more potent than normoxic hUCMSC-EVs (21% O_2_) in suppressing airway inflammation and remodeling in chronic asthmatic mice (14). Thus, we selected hypoxic hUCMSCs as the source of MSC-EVs and further explored the anti-asthma potential of Hypo-EVs when therapeutically INH administered to established disease pathology.

## Materials and methods

### Instrument, inhalation and mouse holding chambers

Medical/household compression atomizer, including air compressor (DM-YWH 01L) and nebulizer, was procured from Demi medical equipment Co.,ltd (Guangzhou, China). Inhalation chamber was made using silica glass, and consisted of 3 major parts (1) inlet pipe (height 5 cm, inner diameter 2cm); (2) six-way pipe (inner pipe:length 4cm, inner diameter 2cm; outer pipe: length 6 cm, inner diameter 3 cm; vent: diameter 0.4 cm); (3) base fixing device.

Centrifuge tubes (diameter 2.8 cm) routinely used in the laboratories were designed as mice holding chambers. The tips of the centrifuge tubes were removed to make a hole of around 0.9 cm diameter.

### Cell culture

HUCMSCs used in this study were generated from fresh umbilical cord samples as we reported previously (21), and maintained in stem cell culture medium (Cyagen, Guangzhou, China) at 37°C with 5% CO_2_. HUCMSCs between passages 3–7 were used for all experiments.

### Extraction and characterization of hypo-EVs

HUCMSCs were cultured in serum-free culture medium for 24 h under hypoxic (5% O_2_) conditions (Hypo-MSCs) (14). The cell supernatants were collected and centrifuged at 300×g for 10 min, 2000×g for 20 min to discard cell debris. Then, Hypo-EVs were isolated by ultracentrifugation (Beckman Coulter Optima L-100 XP ultracentrifuge, Miami, FL) at 100,000×g for 90 min as previously described (21). After that, the pellets were collected, washed, and resuspensed in PBS (Hypo-EVs solution). All centrifugations were performed at 4°C and the Hypo-EVs solution was stored at -80°C. For the isolation of Hypo-EVs engineered by miR-146a-5p (miR-146a-5p-EVs), Hypo-MSCs were transfected with 50 nM miR-146a-5p mimic or mimic NC (GenePharma, Shanghai, China) using Lipofectamine 2000 (Invitrogen, Carlsbad, CA), followed by culturing with conditioned medium and ultracentrifugation.

The protein concentration of EVs was determined by using BCA protein assay kit (Beyotime, Nantong, China). EV surface markers TSG101 (ab133586, Abcam, Cambridge, MA), and HSP70 (ab181606, Abcam) were detected by Western blot (WB) as our previous description (22). Shape and ultrastructure of EVs were observed by transmission electron microscopy (JEM-1200EX; JEOL Ltd., Tokyo, Japan). The particle size distribution of EVs was determined by nanoparticle trafficking analysis using ZetaView PMX 110 (Particel Metrix, Meerbusch, Germany) according to the manufacturer’s protocols.

### Nebulized hypo-EVs tracking in mice

Hypo-EVs were labeled with Dir (Invitrogen) as our previous report (17). BALB/c mouse was nebulized with Dir-labeled Hypo-EVs (40 μg diluted in 0.5 mL PBS). The mice were sacrificed at each time point (day 1 and 7) respectively post-administration. The ex vivo fluorescence images of brain, heart, liver, spleen, lung, kidney, stomach and intestines were visualized using Xtreme II (BRUKER, Bremen, Germany) according to the manufacturer’s protocol.

### Mouse model of chronic asthma with nebulized hypo-EVs

Six-week-old female BALB/c mice were purchased from the Comparative Medicine Centre of Jiangsu University (Zhenjiang, China). The OVA-induced chronic asthma model has been previously described by our team (14). Briefly, apart from the control group, the mice were sensitized on day 0, 7, and 14 with 40 μg OVA (Sigma, Poole, UK) and 2 mg 10% aluminum hydroxide (Sigma) in PBS by intraperitoneal injection. Then, the sensitized mice were challenged with aerosol OVA (5%) in a plastic chamber (30 × 20 × 15 cm) three times per week from days 21 to 53. Aerosol OVA particles were created from a compression atomizer (403 M; YUWELL, Zhenjiang, China), directed into the plastic chamber, and vented to a fume hood.

A therapeutic regimen was instigated by inhaling 40 μg Hypo-EVs (suspended in 0.5 mL PBS, EVs-INH group) on day 26. Mice from EVs-IV group were treated with Hypo-EVs (40 μg suspended in 0.1 mL PBS) by intravenous injection. After four times treatment (day 26, 33, 40 and 47), the mice were sacrificed on day 55.

### Analysis of cells and inflammatory cytokines in bronchoalveolar lavage fluid

The BALF was collected as described in our previous study (23), and centrifuged (1500 rpm for 5 min) to separate the cells and supernatants. Cell pellets were resuspended in PBS (1 mL), and total inflammatory cells was counted using Neubauer hemocytometer, and eosinophils count was performed using Wright and Giemsa staining (BASO, Zhuhai, China). The supernatants were kept at -80°C until they were used for cytokine analysis. The concentrations of IL-4 IL-5, and IL-13 in the BALF were determined by using commercial enzyme-linked immune sorbent assay (ELISA) kits (Multi Sciences, Hangzhou, China) following the manufacturer’s instructions. The absorbance of the final reactant was measured at 450 and 630 nm using an ELISA plate reader (BioTek, Biotek Winooski, Vermont).

### Measurement of serum OVA-specific IgE

The serum was prepared from mouse whole blood (mouse orbits). OVA-specific IgE in serum was measured using ELISA. Briefly, the 96-well plate was coated with 100 µL of OVA (100 µg/mL) per well and blocked with 5% skim milk. After washing, 1:250 dilution of goat anti-mouse IgE (Abcam) and HRP-conjugated rabbit anti-goat secondary IgG (1:5000, Multisciences) were used for detection. It was read at 450 nm in an ELISA plate reader (BioTek).

### Lung histopathology

Lung tissues were collected, fixed with 10% neutral buffered formalin (48 h) and embedded in paraffin fixation. Then, 4-μm thick sections (3 sections per animal) were cut and stained with hematoxylin and eosin (HE), periodic acid–Schiff (PAS), and Masson trichrome. All pictures were captured using a Nikon microscope (Tokyo, Japan). Peribronchial inflammation score (grades 0-4) was evaluated in a blind-way (24). Goblet cell hyperplasia (grades 0-4) was determined using the method described by Padrid et al. (25). Image-Pro Plus software (Version X; Adobe, San Jose, CA) was used to quantify the areas occupied by collagen (blue, Masson trichrome staining), which were subsequently divided by the total area examined (as the percentage of collagen fibers) (8). At least 6 bronchioles were counted in each slide, and then, the mean inflammation score, goblet cell hyperplasia score, and percentage of collagen fibers were calculated for each mouse.

### Immunohistochemistry

IHC were performed as described in previous study (26). Briefly, mouse lung tissue sections were incubated with an antibody collagen-1 (GB111364, diluted 1: 500; Servicebio, Whhan, China) or a-SMA (GB11022-3, 1:1000 dilution; Servicebio) overnight at 4°C, followed incubating by HPR-conjugated secondary antibody (GB23303 or GB23301, 1:1000 dilution; Servicebio). Diaminobenzidine was used as the substrate. Integrated optical density of collagen-1 and a-SMA were detected by using Image-Pro Plus software.

### RNA sequencing

Total RNA was extracted from OVA and EVs-INH mouse lungs using RNAiso Plus reagent (Takara Bio Inc., Japan). The RNA integrity was evaluated using Agilent Bioanalyzer 2100 (Agilent, Santa Clara, CA). RNA-Seq experiment was carried out by LC-BIO Bio Technology (Hangzhou, China). After sequencing, the data (|log FC|>1 and adjusted *P*< 0.05) were further analyzed using LC-Bio Cloud Platform (https://www.omicstudio.cn/) for heat map, and using DAVID Bioinformatics Tesources (https://david.ncifcrf.gov/home.js) for gene ontology enrichment.

### RNA isolation and quantitative real-time PCR

Total RNA was extracted using RNAiso Plus (Takara) or mirVana RNA isolation kit (Ambion, Austin, TX) according to the manufacturer’s manual. All of the primers for real-time PCR (Pank3, Zfp59, Arhgef9, Tubb1, Trpv4, Casc1, Gapdh, miR-146a-5p and U48) were purchased from Genecopoeia (Germantown, MD). Real-time PCR was performed using All-in-oneTM qPCR Mix (Genecopoeia) on a QuantStudio 5 Real-Time system (Thermo Fisher Scientific, Waltham, MA). Date was calculated by 2^−ΔΔCt^ method based on our previous description (27). The threshold cycle (CT) indicates the fractional cycle number at which the amount of amplified target reaches a fixed threshold. ΔCT (test) = CT (target, test) – CT (ref, test), ΔCT (calibrator) = CT (target, calibrator) – CT (ref, calibrator), ΔΔCT = ΔCT (test) – ΔCT (calibrator). The levels of mRNA and miR-146a-5p were normalized to Gapdh and U48 respectively.

### WB

WB analysis of total protein from the lung tissues was performed as previously described (22). Equal amounts of proteins (50 μg) were electrophoresed in 10% sodium dodecyl SDS-PAGE and transferred onto polyvinylidene difluoride (PDVF) membranes. After blocking in a nonfat milk solution, the PDVF membranes were incubated with primary antibodies specific for TRAF6 (E-AB-18251, Elabscience, Wuhan, China), TIRAP (ab17218, Abcam) and GAPDH (60,004–1-lg, Proteintech, Rosemont, IL) overnight. The membranes were then incubated with horseradish peroxidase-conjugated secondary antibodies (ab97051 or ab6728, Abcam) at room temperature for 1 h. Next, the PVDF membranes were incubated with enhanced chemiluminescence reagent (Merck Millipore, Billerica, MA) before detection using a ChemiScope series 4300 (CLINX Science Instruments, Shanghai, China).

### Safety assessment of nebulized hypo-EVs

Mice were nebulized with Hypo-EVs (40 μg diluted in 0.5 mL PBS) at day 0, 7, 14, 21, 28, 35, 42, and 49 (total eight times, 40 μg/time). Healthy mice were used as controls. Mice survival and weight was recorded once a week. At 56 days, mice serum was collected and the serum biochemistry, including alanine aminotransferase (ALT), aspartate aminotransferase (AST), urea nitrogen (UREA) and creatinine (CREA), were detected using Beckman Coulter AU2700 automatic biochemical analyzer (Beckman). After mice were sacrificed, the major organs (heart, liver, spleen, lung, kidney, stomach, and intestines) were harvested for HE staining to assess the histological changes.

### Statistical analysis

The statistical analyses were performed with GraphPad Prism (Version 5.0; La Jolla, CA). Data are expressed as mean ± SD. The groups were compared using the one-way analysis of variance (Tukey Kramer *post hoc* tests) or Student’s t-test. A value of *P* < 0.05 was considered significant.

## Results

### Design of inhalation device for mice

To better simulate the process of human clinical atomization administration, we first created an aerosol inhalation device for mice by imitating the human atomization mask (nose-only exposure, **Figure 1A**). This device includes an inhalation chamber and a mouse-holding chamber. The inhalation chamber has a six-way pipe with small cylindrical vial, and a small hole was made in the wall of each cylindrical vial, in order to minimize any pressure buildup inside the aerosol chamber. Six-furcations of the inhalation chamber were placed at the equidistant levels from the inlet to ensure uniformity in the dose delivered to each mouthpiece and ultimately to the delivery ports of the animal restrainers (**Figure 1B**). Centrifuge tubes (50 mL) were used as the mouse-holding chambers. The animals were restrained with the medical cotton ball, which could prevent any plausible change in the direction of the mouse’s movement. In addition, the tips of the centrifuge tubes were removed to make a smooth edge hole, so that nose of the mouse can be easily inserted (**Figure 1C**).

**Figure 1:**
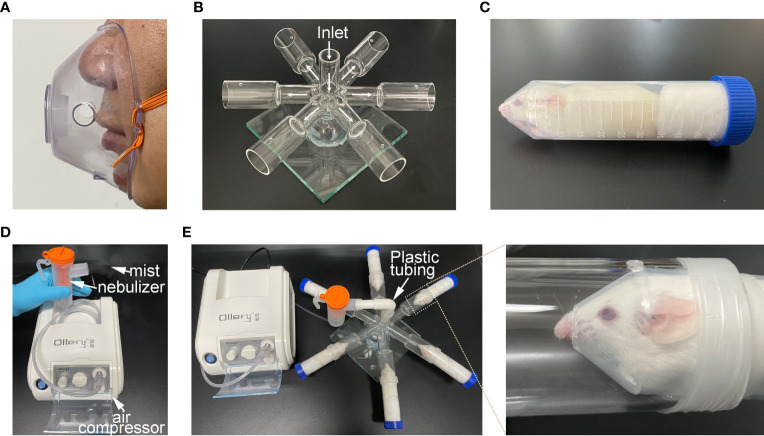
Construction of atomization inhalation system for mice. **(A)** atomization inhalation mask commonly used by human beings. **(B)** Six-way pipe inhalation chamber for mice depicting the flow pattern of the aerosol. This chamber consisted of three parts (inlet pipe, six-way pipe and base fixing device). **(C)** Holding chamber for mouse. **(D)** medical/household air compressor and nebulizer set-up. **(E)** Working diagram of mouse atomization inhalation system.

The medical air compressor attached to the nebulizer provides a positive pressure for the generation of aerosol mist (**Figure 1D**). Hypo-EVs were placed in the nebulizer. Plastic tubing was employed to connect the mouth of the nebulizer with the inlet pipe of inhalation chamber. Thus, the mist generated from the nebulizer could be transfer to the delivery port and be inhaled by the mouse restricted in the mouse-holding chamber (**Figure 1E**).

### Identification of nebulized hypo-EVs

To allow the analysis of the characteristics of nebulized Hypo-EVs, nebulized Hypo-EVs ejected from nebulizer were liquefied by using an ice-cold centrifuge tube (**Figure 2A**). Subsequently, the collected liquid containing Hypo-EVs were subjected to ultracentrifugation. Then, the deposit was examined by using WB, nanoparticle tracking analysis (NTA), and transmission electron microscope (TEM). Hypo-EVs freshly extracted from hypoxic hUCMSC culture medium were used as control. WB revealed that several EV markers including tumor susceptibility gene 101 (TSG101) and heat shock protein 70 (HSP70) (28) were detected in these EVs (**Figure 2B**). NTA exhibited that the mean sizes of Hypo-EVs and nebulized Hypo-EVs were 128 and 122.5 nm, respectively (**Figure 2C**). TEM showed that nebulized Hypo-EVs and Hypo-EVs were the same in terms of the round nanoparticles and complete membranous structure (**Figure 2C**), indicating that nebulized Hypo-EVs produced by the atomization system maintain excellent structural integrity.

**Figure 2:**
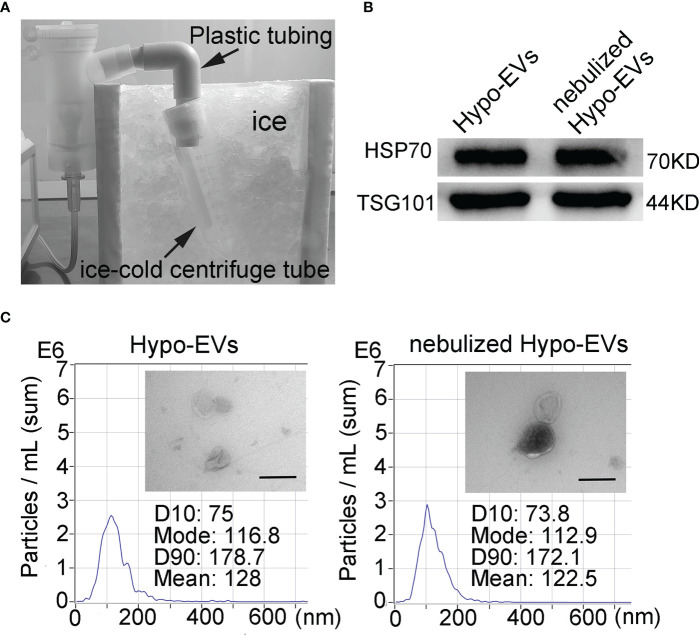
Characterization of Hypo-EVs. **(A)** The flowchart shows the process that nebulized Hypo-EVs ejected from nebulizer were liquefied by using an ice-cold centrifuge tube. **(B)** Western blot analysis of TSG101 and HSP70 expression in nebulized Hypo-EVs and fresh extracted Hypo-EVs. **(C)** EVs were observed under a transmission electron microscope (Scale bars = 200 nm), the images are shown at ×60000, and the size distributions were measured using the Nanoparticle Tracking Analysis.

### The biodistribution of nebulized hypo-EVs in mice

To determine the biodistribution of nebulized Hypo-EVs in BABL/C mice, Hypo-EVs were labeled with DiR first. Then, the DiR-labeled Hypo-EVs were administered through the nebulized route, and subsequently the organs of mice were dissected and the fluorescence intensity was detected. Mice synchronously inhaled PBS as a control. As shown in **Figure 3**, at 1 day after the DiR-labeled Hypo-EV inhalation, the strongest fluorescence intensity was observed in the lungs, with low intensity in the stomach and no accumulation in the brain, heart, liver, spleen, kidney, or intestines. At 7 day after nebulization, the fluorescence intensity was only enriched in the lungs, and decreased compared with 1 day.

**Figure 3:**
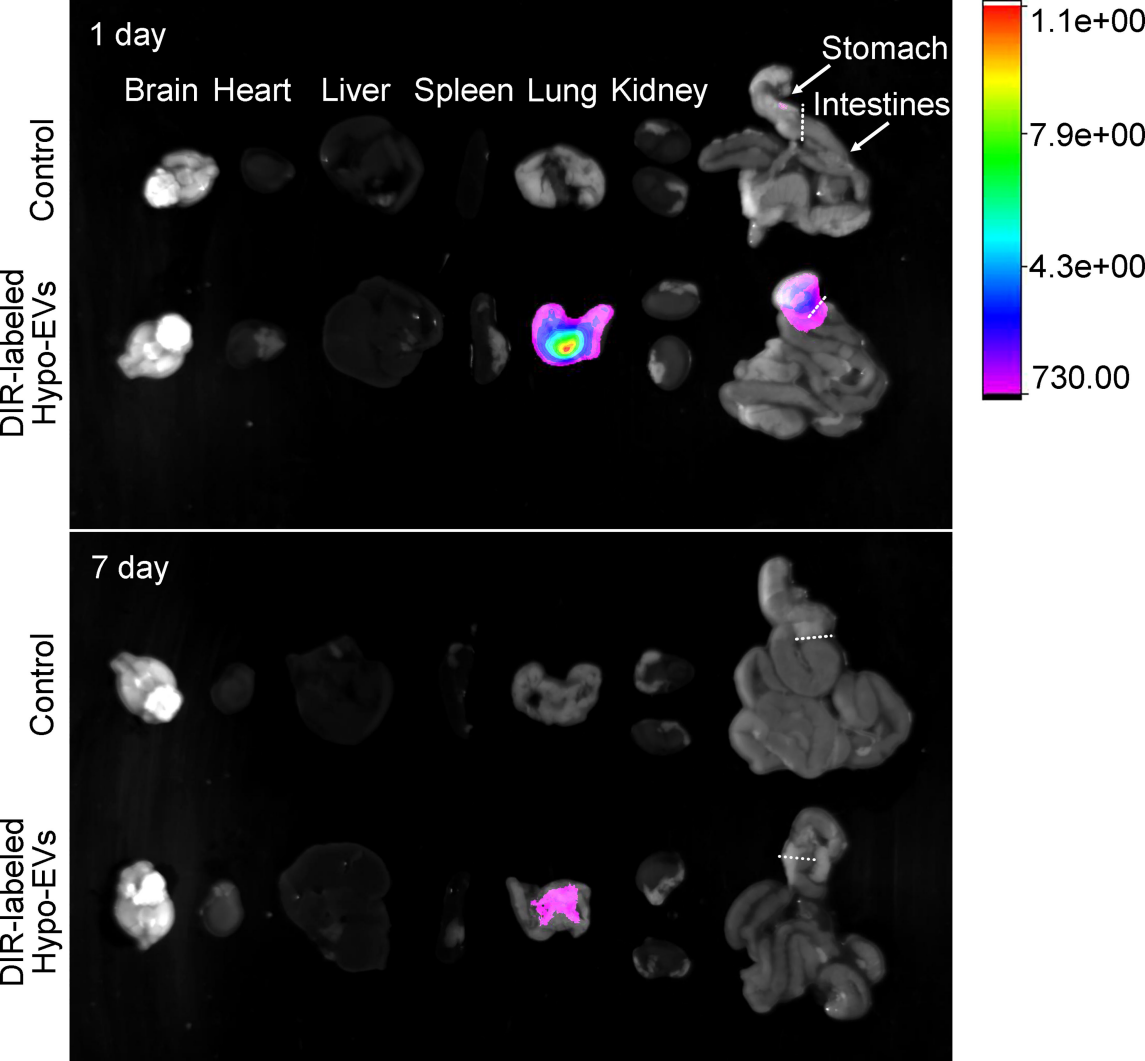
Biodistribution of Dir-labeled Hypo-EVs in major organs (brain, heart, liver, spleen, lung, kidney, stomach, and intestines) was visualized at 1 and 7 day after nebulized inhalation administration.

### Inhalation of nebulized hypo-EVs attenuated OVA-induced chronic airway inflammation in mice

To investigate the possible anti-inflammatory effects of nebulized Hypo-EVs on allergic airway reactivity, asthmatic mice were established, and the nebulized Hypo-EVs were inhaled (EVs-INH). Meanwhile, intravenous injection of Hypo-EVs (EVs-IV) was used as a positive control according to our previous report (14). The treatment regimen is illustrated in **Figure 4A**.

**Figure 4:**
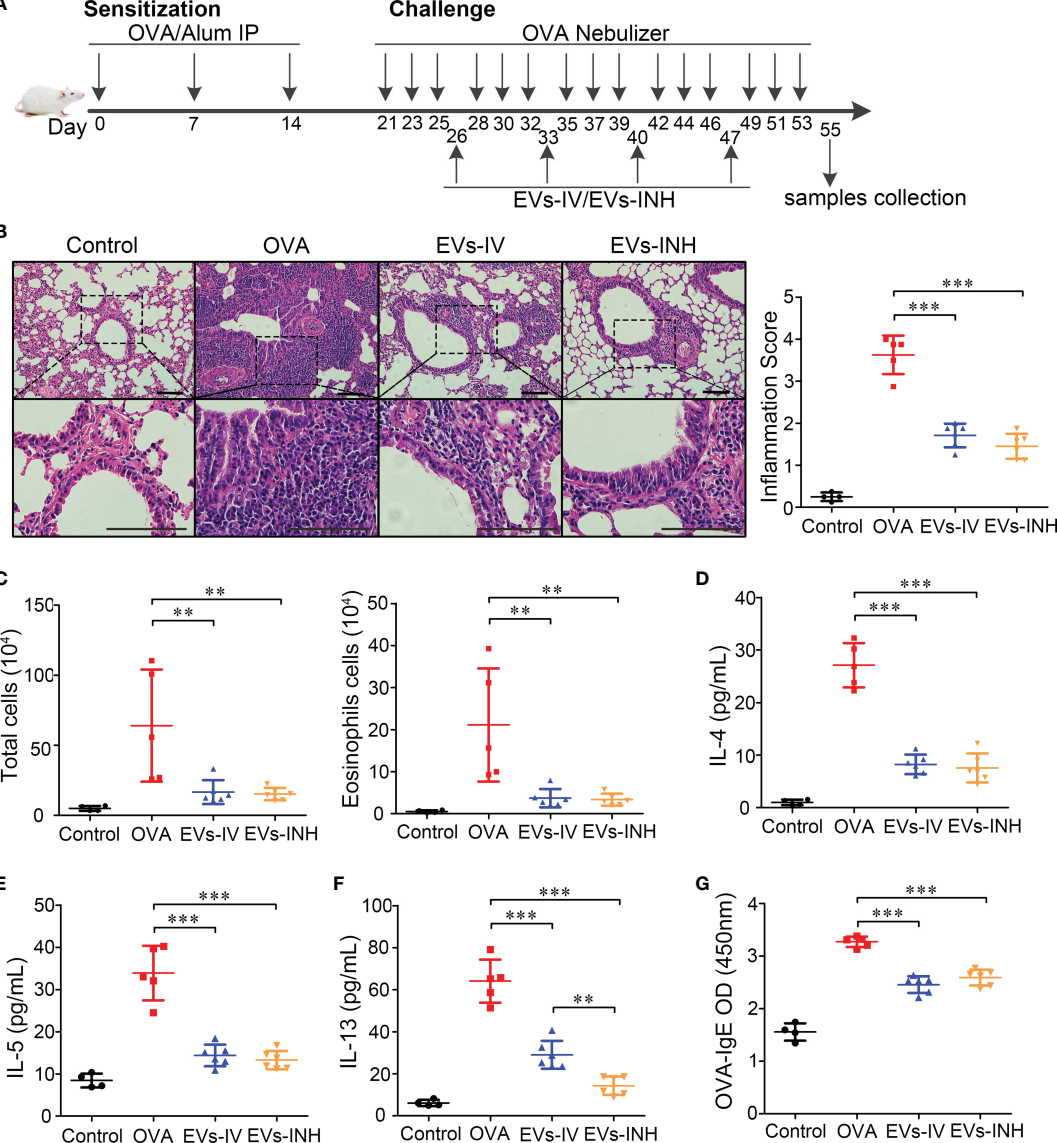
Inhalation of nebulized Hypo-EVs attenuated OVA-induced chronic airway inflammation in mice. **(A)** Experimental protocol for the development of chronic allergic asthma and treatment with Hypo-EVs. **(B)** Representative photographs of HE stained lung sections from each group (black bar =100 μm), the images are shown at ×200 (up panel) and ×400 (down panel), and the inflammatory infiltration was quantified by inflammation score. **(C)** Statistical analysis of the total inflammatory cells and eosinophils in the BALF. **(D–F)** IL-4, IL-5 and IL-13 levels in the BALF were measured by using ELISA. **(G)** The levels of OVA-specific IgE levels in serum were analyzed using ELISA. EVs-INH, Hypo-EV nebulization inhalation; EVs-IV, Hypo-EV intravenous injection. Each dot represents data from one animal and n = 4-6 per group. One-way analysis of variance (Tukey Kramer *post hoc* tests): **P < 0.01, ***P < 0.001.

Lung histopathologic staining using HE showed that the asthmatic mice (OVA group) presented abundant infiltrates of peribronchial inflammatory cells compared with the control group, which was further identified by the increased inflammatory scores. Compared with OVA group, EVs-INH treatment significantly reduced the peribronchial inflammatory cell infiltration (**Figure 4B**). In addition, a differential cell count of bronchoalveolar lavage fluid (BALF) showed a significant decrease in total cells and eosinophil infiltrates in EVs-INH-treated mice (**Figure 4C**). Then, the type-2 cytokines IL-4, IL-5 and IL-13 in the BALF were determined. Our results showed that EVs-INH treatment dramatically decreased the protein levels of these three cytokines (**Figures 4D–F**). Compared with the EVs-IV gourp, significant lower levels of IL-13 were observed in EVs-INH-treated mice (**Figure 4F**). Serum levels of OVA-specific IgE were determined using ELISA, and as shown in **Figure 4G**, marked elevation of OVA-specific IgE were observed in OVA mice, which strongly decreased with EVs-INH treatment. Taken together, these findings implied that inhalation of nebulized Hypo-EVs attenuated chronic airway inflammation and suppressed Type-2 predominant immune activity in the OVA-induced murine asthmatic model.

### Inhalation of nebulized hypo-EVs prevented airway remodeling in chronic OVA mice

We further evaluated goblet cell hyperplasia in mouse lung tissues by PAS staining. As shown in **Figure 5A**, compared with control group, goblet cell numbers were significantly elevated in OVA-treated mice. EVs-INH treatment significantly reduced the aberrant OVA-induced promotion of goblet cell numbers. The subepithelial collagen deposition was investigated by using Masson trichrome and collagen-1 Immunohistochemical staining (IHC). As shown in **Figures 5B, C**, compared with OVA group or even EVs-IV group, less airway collagen fiber content or collagen-1 expression were observed in the lung tissues from EVs-INH-treated mice. The expression of α-SMA in lung tissues was further investigated as a detection of myofibroblast by using IHC. We found that EVs-INH inhibited the expression of α-SMA compared with that in the OVA or EVs-IV group (**Figure 5D**). These data suggested that EVs-INH treatment was effective in preventing airway remodeling in chronic asthma mouse.

**Figure 5:**
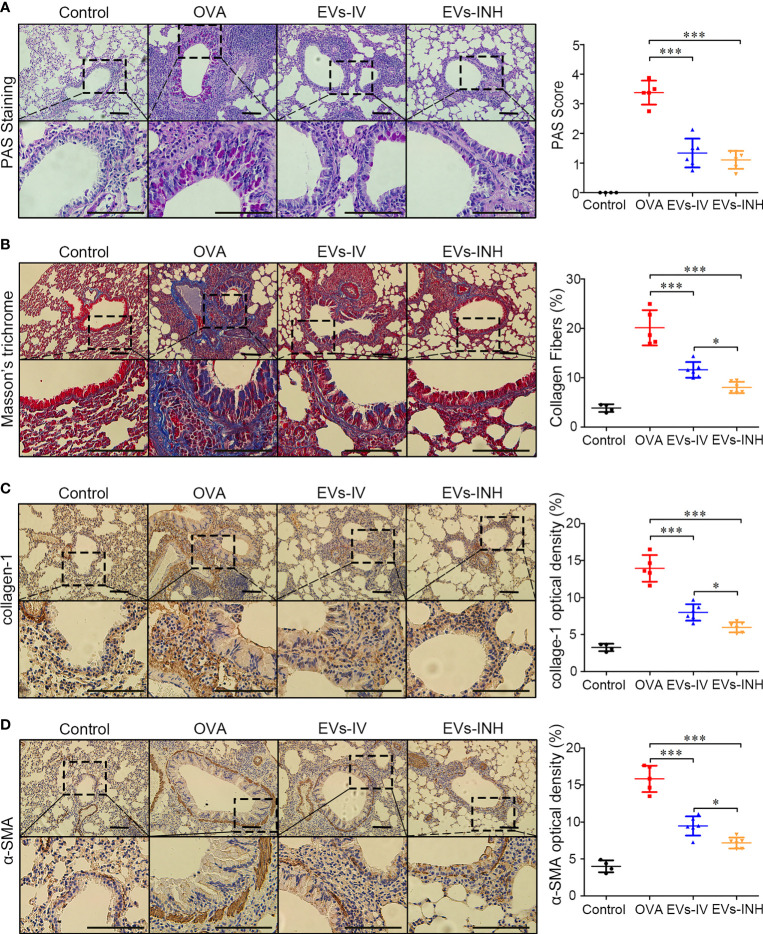
EVs-INH treatment prevented the airway remodeling in chronic asthma mice. **(A)** periodic acid-schiff (PAS) stained lung sections from each group (black bar = 100 μm), the images are shown at ×200 (up panel) and ×400 (down panel), and the goblet cell hyperplasia was quantified by PAS score. **(B)** Representative photomicrographs of airway stained with Masson trichrome (black bar = 100 μm), the images are shown at ×200 (up panel) and ×400 (down panel), and the percentage of collagen fiber content in airway was measured. Collagen-1 **(C)** and α-SMA **(D)** levels in airway were determined by immunohistochemistry staining, the images are shown at ×200 (up panel) and ×400 (down panel), and the percentage of immunostained area was quantified. Each dot represents data from one animal and n = 4-6 per group. One-way analysis of variance (Tukey Kramer *post hoc* tests): *P < 0.05, ***P < 0.001.

### Identification of genes regulated by EVs-INH in chronic OVA mouse lung

To better understand the molecular processes of nebulized Hypo-EVs, a global RNA sequencing of mouse lung from the OVA and EVs-INH groups was performed. 

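Lung RNA of the OVA group and of the EVs-INH group was sequenced as 1 library each, and neither the paper's text nor the sample labels state how many animals each library holds. The legend of Figure 6, which includes the heat map, gives 4-6 animals per group. The EVs-INH mice had inhaled 40 μg Hypo-EVs in 0.5 mL PBS at each of 4 treatments, and both groups were sacrificed on day 55. The last day of the OVA challenge was day 53 in the paper and day 55 in the labels. According to the labels, rRNA was captured with probes and removed, and cDNA was synthesized from the fragmented RNA with random primers. The authors deposited a table of raw counts and FPKM values for 28614 genes, all with at least 1 count in either library, and it gives GO terms for 17745 of them. The paper's text does not name the aligner, the counting tool or the genome build. The table's coordinates equal those of GENCODE M21, an annotation of GRCm38, at 25701 of its genes.

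Total counts were 54933744 in the OVA library and 55938750 in the EVs-INH library, in which 25793 and 26395 genes were detected. The most counted gene was Scgb1a1 in OVA lung, with 4.78% of the counts (95% Wilson interval 4.78% to 4.79%), and Sftpc in EVs-INH lung, with 2.11% (2.10% to 2.11%). For each gene the FPKM of EVs-INH lung was divided by that of OVA lung, without a pseudocount, as in Additional file 1. Genes with a mean FPKM of at least 0.5 were kept, which left 16317 genes, and a gene was called higher or lower when its log2 ratio was above 1 or below -1. These choices were made before the data were examined. With 1 library per group there was no replicate check, and no p-value was computed. The 95% intervals of genes are those of the ratio of CPM (counts divided by the library's total), whose log2 lay a median of 0.019 below the log2 ratio of FPKM (SD 0.0031 over 14610 genes with at least 100 counts in both libraries). A count of 0 allows up to 3 counts, which is 0.0536 CPM in the EVs-INH library and 0.0546 in the OVA library. Sequencing reads without molecular identifiers are not independent molecules, so intervals and floors cover counting error only.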

Data were analyzed using conventional approaches based on Fragments Per Kilobase per Million mapped reads (FPKM), and the comparison generated a heat map of differentially expressed genes (|log FC| > 1 and adjusted *P*-value < 0.05, **Figure 6A**). 

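The deposited table holds FPKM values and counts but no adjusted P-value, so the log2 ratio alone was applied here. Over genes with a mean FPKM of at least 1 the median log2 ratio was 0.041, and the robust SD (the scaled median absolute deviation) was 0.59 over the genes kept. It was 0.96 for a mean FPKM from 0.5 to under 1, and 0.54 for a mean FPKM of 20 or more. The log2 ratio fell as the GC content of the longest transcript rose, with a Spearman correlation of -0.36 across 16259 genes, which are not independent replicates. Across the 3532 protein-coding genes with a mean FPKM of at least 10 this correlation was -0.46. In the first of 10 equal groups of genes by GC content, from 17.1% to 41.3%, the median log2 ratio was 0.56, and 16.7% of the genes were higher in EVs-INH lung. In the group from 55.2% to 57.6% the median was -0.19 and 3.57% were higher. The correlation with transcript length was 0.16.

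**Figure D1:**
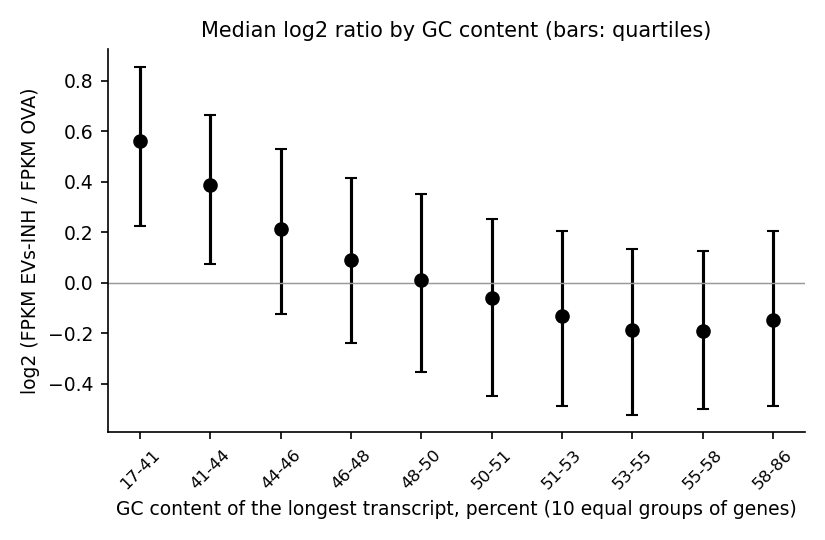
Median log2 ratio of FPKM, EVs-INH over OVA lung (vertical axis), in 10 equal groups of genes by the GC content of the longest transcript in percent (horizontal axis), 1 library per group. Points are medians and bars reach from the lower to the upper quartile, and the medians lie from 0.56 at the lowest GC content to -0.15 at the highest.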

Compared with OVA group, EVs-INH mice presented 969 upregulated mRNAs and 856 downregulated mRNAs (**Additional file 1**), which were validated by real-time PCR through the determination of the expression of the three most lowly overexpressed (*Pank3*, *Zfp59* and *Arhgef9*) or downregulated (*Tubb1*, *Trpv4* and *Casc1*) genes (**Figure 6B**). 

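Of the genes kept, 1212 were higher and 1120 lower in EVs-INH than in OVA lung. The alternative that moved these numbers most kept every gene listed in either library, with 6064 higher and 4736 lower genes. The counting interval lay above 0 for 1168 of the higher genes and above 1 for 639, and it lay below 0 for 1091 of the lower genes and below -1 for 728. With the trend of the log2 ratio with GC content removed, 806 of the higher and 975 of the lower genes were still called. Protein-coding genes made up 62.5% of the higher and 66.8% of the lower genes. Pank3 (ENSMUSG00000018846, chromosome 11, 35769484 to 35791285), the gene of pantothenate kinase 3, had FPKM values of 7.32 in OVA and 14.7 in EVs-INH lung, from 3579 and 7197 counts, and a log2 ratio of 1.00 (95% counting interval 0.92 to 1.04). Zfp59 (ENSMUSG00000078779, chromosome 7, 27838607 to 27856438), which encodes a zinc finger protein, had FPKM values of 1.64 in OVA and 3.29 in EVs-INH lung, from 375 and 753 counts, and a log2 ratio of 1.00 (95% counting interval 0.80 to 1.16). With the GC trend removed, the log2 ratios of Pank3 and Zfp59 were 0.43 and 0.63.

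Tubb1 (ENSMUSG00000016255, chromosome 2, 174450695 to 174457882), a tubulin gene, had FPKM values of 1.18 in OVA and 0.590 in EVs-INH lung, from 111 and 56 counts, and fell by 1.00 on the log2 scale (95% counting interval -1.47 to -0.55). Trpv4 (ENSMUSG00000014158, chromosome 5, 114622152 to 114658421), the gene of a cation channel, had FPKM values of 1.01 in OVA and 0.503 in EVs-INH lung, from 273 and 138 counts, and fell by 1.00 on the log2 scale (95% counting interval -1.31 to -0.72). Casc1 (ENSMUSG00000043541, chromosome 6, 145174834 to 145210909), which the table describes as cancer susceptibility candidate 1, had FPKM values of 1.67 in OVA and 0.833 in EVs-INH lung, from 1353 and 680 counts, and fell by 1.00 on the log2 scale (95% counting interval -1.15 to -0.89). Among the genes above 1 CPM in both libraries, a filter chosen after the data were seen, Tubb1 ranked 1, Trpv4 3 and Casc1 4 from the threshold on the lower side, and 4430402I18Rik ranked 2. The log2 ratios of Tubb1, Trpv4 and Casc1 were -0.84, -0.87 and -0.93 with the GC trend removed. For Gapdh, which was also among the primers of the real-time PCR, the table holds 777 and 679 counts and the log2 ratio was -0.20.

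Among protein-coding genes with a mean FPKM of at least 1 and FPKM above 0 in both libraries, the 5 highest log2 ratios were those of Bpifa1, Myl2, Adnp, Nppa and Myl3. Bpifa1 had 7 counts in OVA and 2333 in EVs-INH lung and a log2 ratio of 8.50 (7.31 to 9.40), and Myl2 had 10 and 1438 counts and 7.36 (6.26 to 8.03). Nppa had 3 counts in OVA and 284 in EVs-INH lung, and Myl3 had a log2 ratio of 6.37. The log2 ratio of Adnp was 6.81, and it was 0.23 when its counts were combined with those of Gm20716, which overlaps it on the same strand. The lowest included Gm45837 with -7.51, Umod with -6.02, Ern2 with -4.98 and Nhlrc4 with -4.82. Combined with their overlapping genes, Gm45837 came to -0.54 (with Arap1 and Pde2a) and Nhlrc4 to -0.56 (with Pigq).

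**Figure D2:**
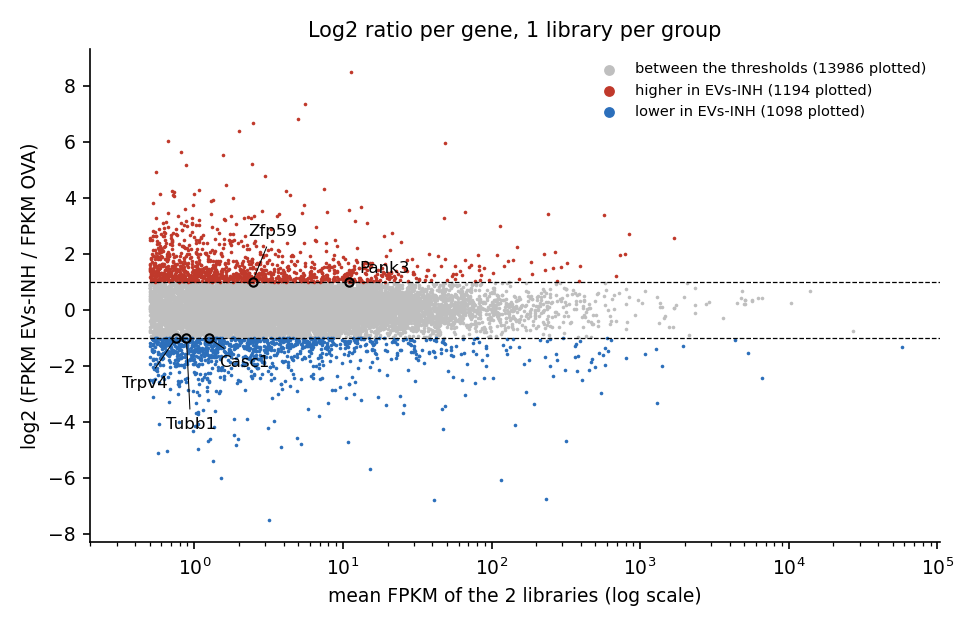
Log2 ratio of FPKM, EVs-INH over OVA lung (vertical axis), against the mean FPKM of both libraries on a log scale (horizontal axis), 1 point per gene kept, without the 39 genes listed at 0 in 1 library. Dashed lines mark log2 ratios of 1 and -1, and circles mark the genes Pank3, Zfp59, Casc1, Trpv4 and Tubb1, all next to a line.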

Then, respective gene ontology enrichment analysis was conducted using DAVID bioinformatics resources. 

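Here the GO terms that the deposited table gives for each gene were used in place of DAVID, and 65.9% of the higher and 74.5% of the lower genes carried at least 1 GO term. For each of the 18 terms that the Results name, the share of the higher or lower genes carrying it was set beside its share among all genes kept. The number of genes with the term was also compared with that in 10000 random lists of the same size matched on mean FPKM, which describes these 2 libraries and is no test between the groups. The median log2 ratio of all genes kept that carry the term was taken with a 95% interval from the order of the genes' values.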

To increase the confidence levels of the analyses, we only presented the results of the 10 most relevant terms for the analyses of biological process (BP), cellular component (CC), and molecular function (MF) (**Figure 6C** and **Additional file 2**).

**Figure 6:**
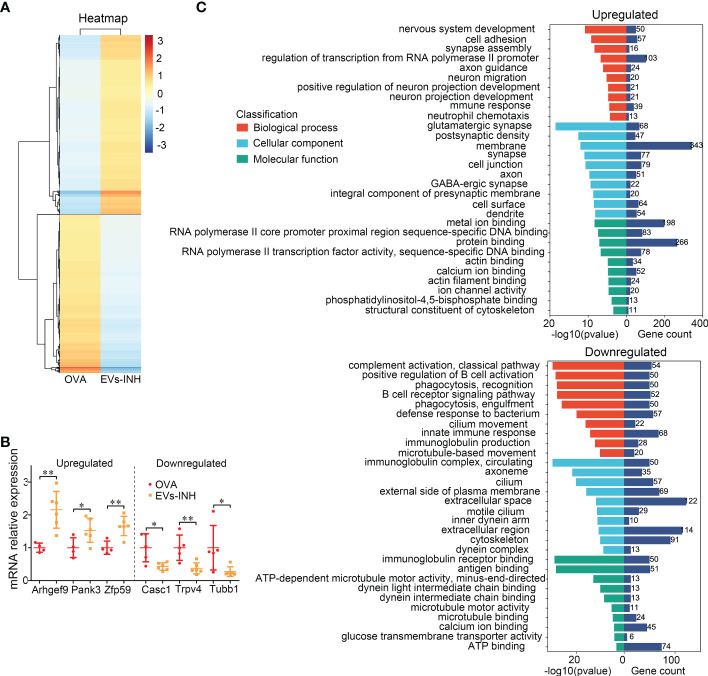
The differential expressed (DE) mRNAs in lungs between EVs-INH-treated mice and OVA-induced asthma mice. **(A)** Heat-map was constructed for DE miRNAs in EVs-INH vs OVA. **(B)** Real-time PCR verification of several of the lowlist differentially expressed genes. **(C)** GO analysis of the differentially up and down expressed genes in lungs between EVs-INH-treated mice and OVA-induced asthma mice. The top-ten statistically signifificant results identifified including biological process (BP), cellular component (CC), and molecular function (MF) are listed. Each dot represents data from one animal and n = 4-6 per group. Student’s t-test: *P < 0.05, **P < 0.01.

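The GO term regulation of transcription from RNA polymerase II promoter was carried by 19 of the genes higher in EVs-INH lung. This was 1.57% of them, against 2.76% of all genes kept, and 139 of the random lists held fewer. Among the alternatives, restricting the genes to protein-coding ones moved this share most in percentage points, to 2.51%. The term's 450 genes had a median log2 ratio of 0.10 (0.037 to 0.16), and it was -8.2e-05 with the GC trend removed and -0.057 with the GC and length trends removed. Its 3 highest genes were Plagl1 (ENSMUSG00000019817) with a log2 ratio of 1.91, Ankrd1 with 1.80 and Erg with 1641 counts in OVA and 4610 in EVs-INH lung.

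Cell adhesion was carried by 44 higher genes, 3.63% of them against 2.13% of all genes kept, more than in 9998 of the random lists. Its 347 genes had a median log2 ratio of 0.16 (0.069 to 0.23). With the GC and length trends removed, the share was 2.65%, more than in 7624 random lists, and the median 0.094 (-0.0021 to 0.15). The largest rise was in Glycam1 (ENSMUSG00000022491, 20 counts in OVA and 682 in EVs-INH), with a log2 ratio of 5.19, followed by Omd with 2.88 and Ibsp with 2.37. For nervous system development the share was 3.05%, from 37 higher genes, against 1.69% of all genes kept. All 10000 random lists held fewer, and 2 of the lower genes carried the term. The median over its 275 genes was 0.21 (0.14 to 0.32). Dcx (ENSMUSG00000031285, 258 counts in OVA and 2414 in EVs-INH) had a log2 ratio of 3.22, Neurod6 2.73 and Dpysl5 2.46, or 2.40 with the counts of the overlapping Gm42764 added.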

BP showed that upregulated mRNAs were largely involved in regulation of transcription form RNA polymerase II promoter (11.3%), cell adhesion (6.3%), and nervous system development (5.5%). The downregulated mRNAs were involved in innate immune response (8.2%), defense response to bacterium (6.9%), complement activation (6.5%), and positive regulation B cell activation (6.1%).

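Innate immune response was carried by 78 of the lower genes, 6.96% of them against 2.50% of all genes kept. Defense response to bacterium reached 5.89% (66 genes) against 1.02%, complement activation 5.62% (63 genes) against 0.723%, and positive regulation of B cell activation 5.27% (59 genes) against 0.644%. Every random list held fewer genes of each of these 4 terms. Immunoglobulin genes made up 60 of the lower genes with innate immune response, 59 of those with defense response to bacterium, 59 of those with complement activation and all of those with positive regulation of B cell activation.

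The median log2 ratio was -0.034 (-0.12 to 0.047) over the 408 genes of innate immune response and -0.35 (-0.54 to -0.093) over the 166 genes of defense response to bacterium. It was -1.11 (-1.51 to -0.45) over the 118 genes of complement activation and -1.26 (-1.57 to -0.45) over the 105 genes of positive regulation of B cell activation. Without immunoglobulin genes these medians were 0.058, 0.14, 0.025 and 0.14, and the shares were 1.80%, 0.701%, 0.400% and 0%. The shares among all genes were then 1.95%, 0.454%, 0.155% and 0.0746%. Defense response to bacterium and complement activation thus stayed above all genes, with 8391 and 9447 random lists below, and the other terms did not. The 3 lowest genes were the same for the 4 terms, the heavy chain V segments Ighv10-3 (ENSMUSG00000095700, 5740 counts in OVA and 86 in EVs-INH) with a log2 ratio of -6.08, Ighv1-78 with -4.61 and Ighv2-5 with -4.27. From the GO terms of the upregulated and downregulated mRNAs, the paper proposes that EVs-INH acts on several targets in asthma and has several effects.

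**Figure D3:**
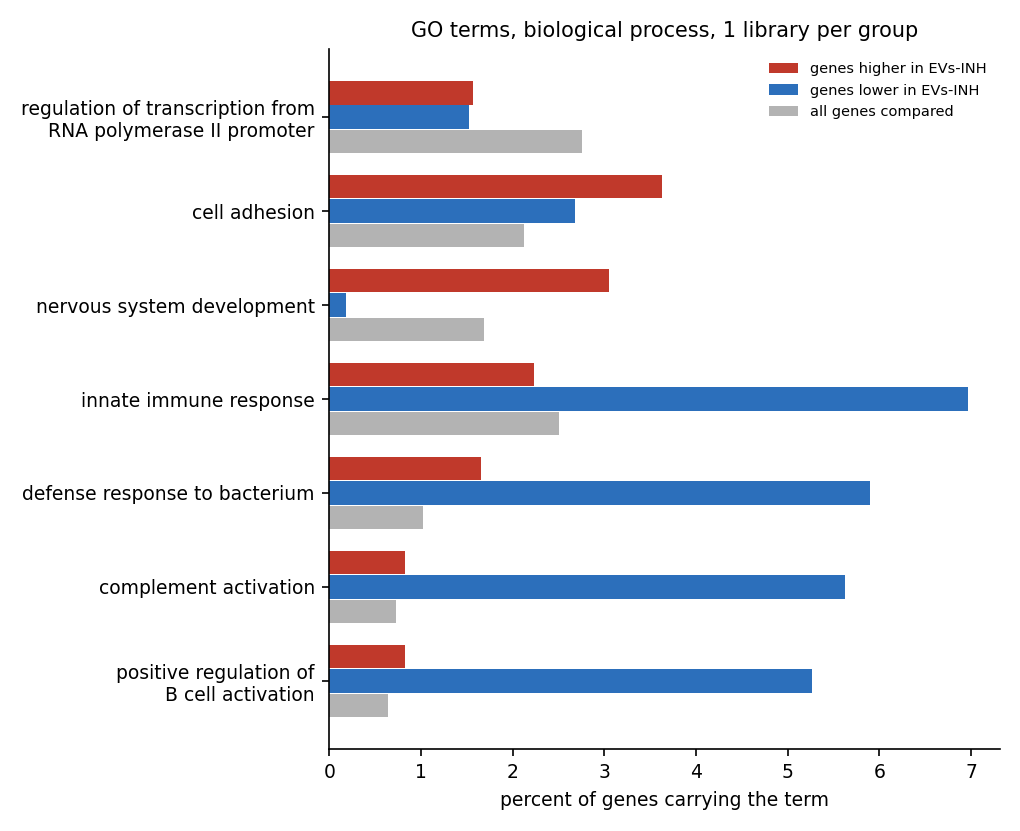
Share in percent (horizontal axis) of the genes higher in EVs-INH lung, of the genes lower in it and of all genes compared that carry each biological process term, 1 library per group. Nervous system development is carried by 0.179% of the lower genes, and the terms of the downregulated mRNAs by 0.825% to 2.23% of the higher genes.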

CC revealed that most upregulated mRNAs were involved in membrane (37.7%), cell junction (8.7%), and synapse (8.5%). 

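Membrane was carried by 324 higher genes, 26.7% of them against 30.4% of all genes kept. Among protein-coding genes alone it was carried by 42.1% of the higher genes against 36.7% of all. With all genes kept, 3987 random lists held fewer genes of the term, and among protein-coding genes alone 9993 did. Over its 4968 genes the median log2 ratio was 0.0049 (-0.014 to 0.020), and -0.043 (-0.058 to -0.030) with the GC trend removed. Cell junction had 56 higher genes, 4.62% against 3.68%, with 9882 random lists below, and a median of 0.19 (0.14 to 0.25) over 601 genes. With the GC and length trends removed, 8220 random lists lay below its share, and its median was 0.056 (-0.00032 to 0.12). Without the FPKM filter its share fell below that of all genes, 2.66% against 2.91%. All 10000 random lists still held fewer of its genes in that setting. Synapse had 54 higher genes, 4.46% against 3.03%, with 9997 random lists below, and a median of 0.16 (0.11 to 0.23) over 494 genes. Behind Glycam1, the highest genes of the term membrane were Pln (ENSMUSG00000038583), at 4.77, and Fpr2, at 3.67. S100a9 led cell junction with 3464 counts in OVA and 36164 in EVs-INH lung and a log2 ratio of 3.38. Cnih2 (2.48) was among the 3 highest of both cell junction and synapse. Septin2 (ENSMUSG00000116048) had 2.63, and 0.72 when combined with the other gene of that name at the same place.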

Downregulated mRNAs were involved in extracellular space (14.8%), extracellular region (13.8%), and cytoskeleton (11%).

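Extracellular space was carried by 127 lower genes, 11.3% of them against 5.52% of all genes kept, and by 9.32% of the higher genes. Of these lower genes, 36 were immunoglobulin genes. Extracellular region had 107 lower genes, 9.55% against 5.47%, and 8.66% of the higher genes carried it. No random list held as many genes of either term. Cytoskeleton had 95 lower genes, 8.48% against 6.73%, more than in 9994 random lists. Its share was below that of all genes with a mean FPKM of at least 0.1 (4.81% against 5.50%), without the filter and at a threshold of 1.5. In these settings, however, 9911, 9868 and 6362 random lists held fewer of its genes. The median log2 ratio was -0.061 (-0.13 to 0.0049) over the 900 genes of extracellular space, -1.6e-05 (-0.060 to 0.039) over the 892 genes of extracellular region and 0.013 (-0.026 to 0.062) over the 1098 genes of cytoskeleton. For extracellular space no random list had a lower median. Centred on the median of the genes, the intervals of extracellular space (-0.17 to -0.037) and extracellular region (-0.10 to -0.0029) leave out 0, and with the GC trend removed those of extracellular space (-0.13 to -0.023) and cytoskeleton (-0.068 to -0.015) do. The lowest genes of extracellular space were the light chain V segments Igkv4-90 with -6.78 and Igkv5-37 with -6.75. Umod (ENSMUSG00000030963, chromosome 7, 119462711 to 119479282), the gene of uromodulin, with 548 and 9 counts, was among the lowest of both extracellular terms. In extracellular region it was followed by Krtdap with -3.66 and by Chil3 (ENSMUSG00000040809), with 255423 counts in OVA and 25309 in EVs-INH lung and -3.34. The lowest cytoskeleton genes included Acta1 with -3.78 and Krt77 with -3.67.

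**Figure D4:**
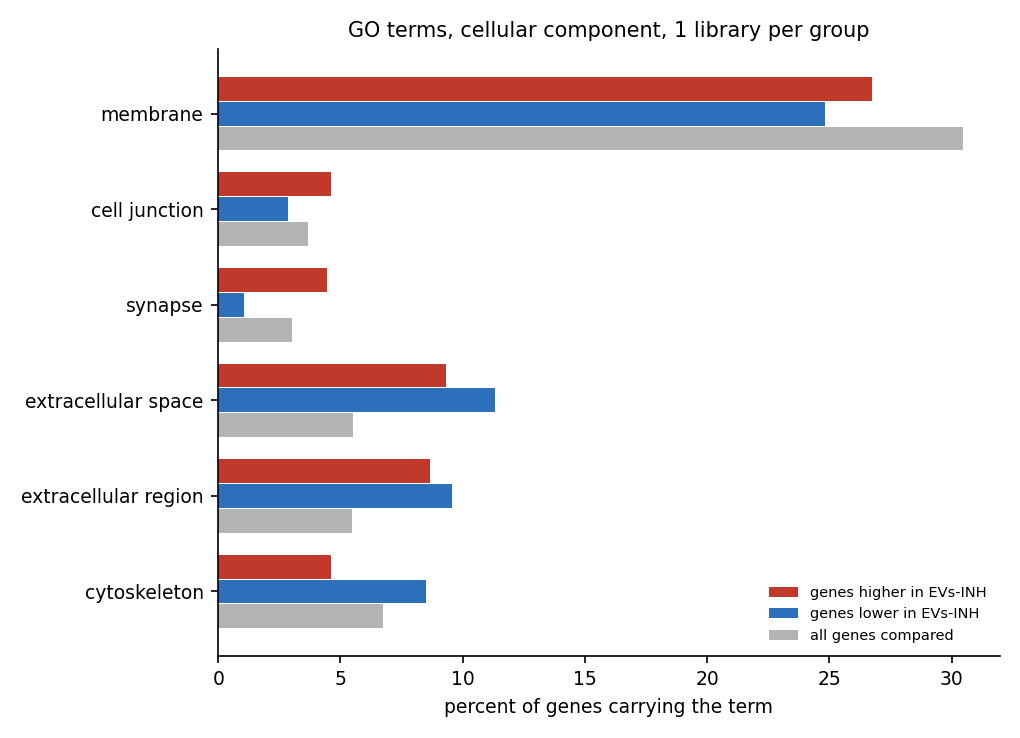
Share in percent (horizontal axis) of the genes higher in EVs-INH lung, of the genes lower in it and of all genes compared that carry each cellular component term, 1 library per group. Synapse is carried by 1.07% of the lower genes, and membrane by 24.8% of them.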

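Among molecular functions, the term protein binding was carried by 274 of the genes higher in EVs-INH lung, 22.6% of them against 31.5% of all genes kept, and no random list held fewer. Among protein-coding genes alone the share was 35.8% against 38.1%, with 3630 random lists below. Of the genes lower in EVs-INH lung, 21.5% carried it. The median log2 ratio of its 5133 genes was 0.056 (0.040 to 0.075), and with the GC and length trends removed it was -0.046. Metal ion binding was carried by 175 higher genes, 14.4% against 16.4%, with 2569 random lists below, and by 9.46% of the lower genes. Restricted to protein-coding genes, its share was 23.1% of the higher genes against 19.8% of all. Its 2673 genes had a median of 0.13 (0.10 to 0.15) and a median GC content of 49.1%, and the median log2 ratio was -0.011 (-0.028 to 0.0073) with the GC and length trends removed. The highest gene of metal ion binding was Myl2 (ENSMUSG00000013936, chromosome 5, 122100951 to 122113472), which encodes a myosin light chain, and Tnnc1, a troponin gene, had a log2 ratio of 3.75 (53 counts in OVA and 707 in EVs-INH). In protein binding, Mid1 (ENSMUSG00000035299) had 3.53. Adnp, whose counts depend on the overlapping Gm20716, was among the 3 highest of both terms.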

MF analysis suggested that the upregulated mRNAs showed extensive binding capacities to many components, such as, protein binding (29.2%) and metal ion binding (21.7%). 

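ATP binding was carried by 66 of the genes lower in EVs-INH lung, 5.89% of them against 7.50% of all genes kept, and 933 random lists held fewer. Its 1223 genes had a median log2 ratio of -0.0048 (-0.034 to 0.041), or -0.051 (-0.086 to -0.023) with the GC trend removed. The lowest included Ern2 (ENSMUSG00000030866, 403 counts in OVA and 13 in EVs-INH) and Myh1, with a log2 ratio of -3.63. Antigen binding had 60 lower genes, 5.36% against 0.674%, of which 59 were immunoglobulin genes, and a median of -1.18 (-1.55 to -0.44) over 110 genes. The lower genes with immunoglobulin receptor binding, 5.36% against 0.631%, were all immunoglobulin genes, and the median over 103 genes was -1.32 (-1.61 to -0.46). More genes carried antigen binding and immunoglobulin receptor binding than in any random list. Without immunoglobulin genes, the medians of these terms were 0.16 over 17 genes and 0.42 over 9 genes.

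Immunoglobulin genes held 7.51% of the counts in OVA lung (95% Wilson interval 7.50% to 7.51%) and 3.57% in EVs-INH lung (3.57% to 3.58%). Of the 12 constant genes with a mean FPKM of at least 1, 7 were lower and 1 was higher, and their summed CPM had a log2 ratio of -1.24. Ighg1 (ENSMUSG00000076614, chromosome 12, 113325240 to 113330523) had 1363022 counts in OVA and 465695 in EVs-INH lung and a log2 ratio of -1.56. Igha had -2.01, Ighm -1.71, Igkc -0.74 and Ighe 0.30, from 530 and 653 counts. The constant gene that was higher was Iglc1, with 4139 counts in OVA and 11575 in EVs-INH lung. Among 182 V segments, 86 were lower and 31 higher, with log2 ratios from -6.78 to 5.97 and 6 segments at 0 counts in EVs-INH lung. The highest were Igkv4-86 (39 counts in OVA and 2396 in EVs-INH), Ighv8-4 (3 counts in OVA and 49 in EVs-INH) and Igkv2-112 with 3.56. All V segments together had a log2 ratio of -0.60 in CPM.

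**Figure D5:**
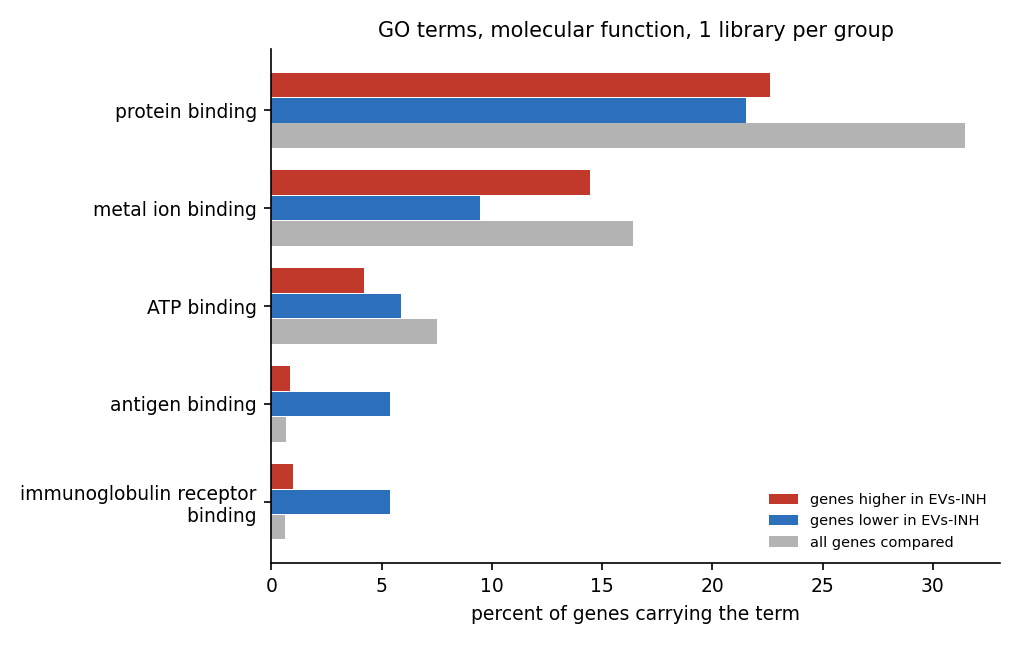
Share in percent (horizontal axis) of the genes higher in EVs-INH lung, of the genes lower in it and of all genes compared that carry each molecular function term, 1 library per group. Antigen binding is carried by 0.825% of the higher genes and immunoglobulin receptor binding by 0.990%.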

Downregulated mRNAs were involved in ATP binding (9%), antigen binding (6.2%) and immunoglobulin receptor binding (6.1%).

### Aerosol delivery of hypo-EVs carrying miR-146a-5p (miR-146a-5p-EVs) more inhibited airway inflammation and remodeling in chronic asthma mice

Recently, MSC-EVs are not only regarded as a next generation cell-free therapeutic tool (29), but also as a nano-scale gene delivery platform, especially miRNAs (30, 31). MiRNAs are potential candidates for asthma therapy. For example, miR-146a-5p was reported to efficiently protect mice against OVA-induced allergic asthma (32, 33), and also modulate anti-fibrosis responses (34). Thus, the anti-asthma effects of miR-146a-5p-EVs (Hypo-EVs carrying miR-146a-5p) might be more profound than those of Hypo-EVs. As shown in **Figure 7A**, compared with NC-EVs (Hypo-EVs carrying miR-146a-5p mimic control), a significant increase in miR-146a-5p levels was observed in miR-146a-5p-EVs. The accumulation of nebulized Hypo-EVs-delivered miR-146a-5p in the asthma mice was investigated. Compared with nebulized NC-EVs, nebulized miR-146a-5p-EVs resulted in significantly higher levels of miR-146a-5p in the lungs (190 fold) and stomach (3.3 fold), but not in brain, heart, liver, spleen, kidney, and intestines (**Figure 7B**). Notably, miR-146a-5p-EV treatment exhibited more inhibitory effects on airway inflammation (**Figure 7C**), goblet cell hyperplasia (**Figure 7D**), and collagen fiber content (**Figure 7E**) in chronic asthma mice. In addition, the downstream effector of miR-146a-5p, including TNF receptor-associated factor 6 (TRAF6) (35) and TIR domain-containing adaptor protein (TIRAP) (36), which are related to airway epithelial cell injury and airway inflammatory response in asthma, were decreased (**Figure 7F**).

**Figure 7:**
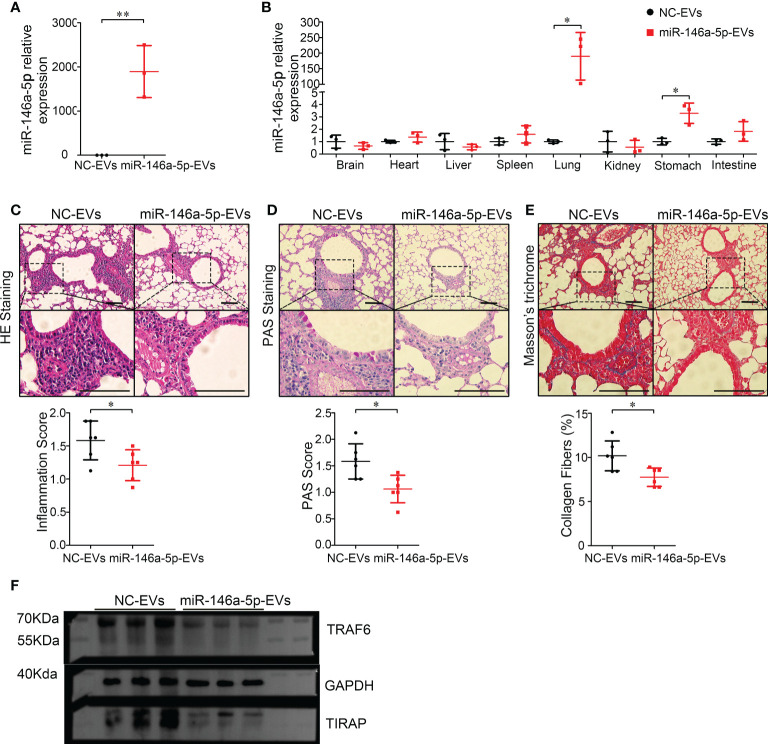
Inhalation of Hypo-EVs carrying miR-146a-5p (miR-146a-5p-EVs) more inhibited airway inflammation and remodeling in chronic asthma mice. **(A)** Relative miR-146a-5p levels in miR-146a-5p-EVs and NC-EVs were detected by real-time PCR (n=3). **(B)** Levels of miR-146a-5p in major organs (brain, heart, liver, spleen, lung, kidney, stomach, and intestines) following administration by aerosol miR-146a-5p-EVs and NC-EVs (n=3). Representative photographs of HE **(C)**, PAS **(D)**, and Masson trichrome **(E)** stained lung sections from each group (black bar = 100 μm), the images are shown at ×200 (up panel) and ×400 (down panel), and respectively inflammatory score, PAS score and and the percentage of collagen fiber content in airway were quantified (n=6). **(F)** The protein levels of TRAF6 and TIRAP in the lung samples were analyzed by western blot, and the GAPDH was as a loading control (n=3). Each dot represents data from one animal. Student’s t-test: *P < 0.05, **P < 0.01.

### Toxicity of inhalation of nebulized hypo-EVs

The safety of nebulized Hypo-EV treatment was examined during *in vivo* studies (**Figure 8A**). No animal died in 56 days (date not shown). Compared with the health mice (Control group), no obvious tissue damages and inflammatory infiltration happened after EVs-INH treatment in the HE staining of major organs (heart, liver, spleen, lung, kidney, stomach, and intestines) (**Figure 8B**). EVs-INH had no impact on mouse body weight (**Figure 8C**). The liver and kidney function-related blood biochemical values (ALT, AST, UREA, and CREA) in the serum of mice on Day 56 were assayed. Compared with the healthy mice, no significant differences have been found in the mice after EVs-INH treatment (**Figures 8D, E**). All these results indicated that the EVs-INH possessed excellent biosafety.

**Figure 8:**
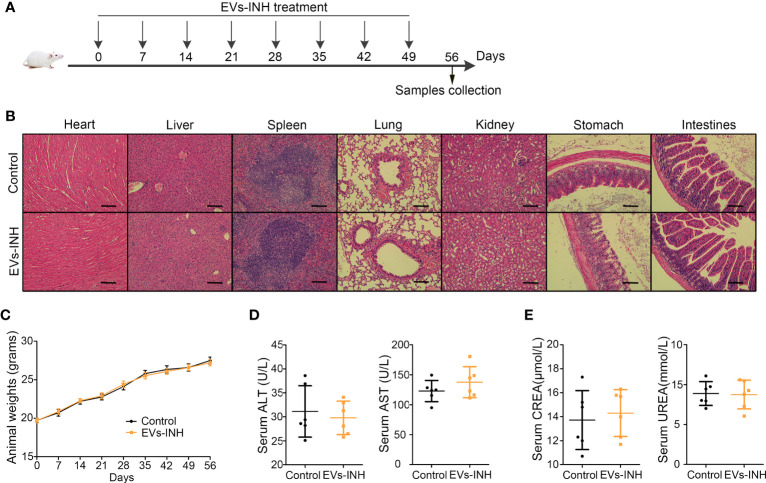
Biocompatibility evaluation of EVs-INH (n=6). **(A)** Schematic diagram for EVs-INH treatment. **(B)** HE staining, scale bar=100 μm, and the images are shown at ×200. **(C)** Mouse body weights. Indicators reflected the physiological function of the **(D)** liver (ALT and AST) and **(E)** kidney (CREA and UREA) were detected. ALT, glutamic pyruvic transaminase; AST, glutamic oxaloacetic transaminase; CREA, Creatinine. Each dot represents data from one animal and n = 6 per group. Student’s t-test.

## Discussion

In recent years, MSC-EVs, a kind of nano-scale membranous vesicles secreted by MSC, are considered to be a best and market-promising substitute for MSC, science they are better defined, less complicated, easy storage, tiny, and seedless (9, 10). Numerous studies confirmed that intravenous administration (IV) of MSC-EVs exerted therapeutic potential to respiratory diseases in animal models (37), while, the investigation of nebulized inhalation (INH), a superior no-invasive drug delivery method for the treatment of pulmonary disease, are precious few. Dinh et al. (38) used air compressor and nebulizer to produce nebulized human bone marrow-derived MSC-EVs and presented a series of studies utilizing these EVs through the whole-body exposure to rat in a box to treat different models of lung injury and fibrosis. Shi et al. (39) used vibrating mesh nebulizers to produce nebulized human adipose-derived MSC-EVs (hADMSC-EVs). Then they placed the mouse head into the nebulizer nozzle and investigated the effect of hADMSC-EVs in the P. aeruginosa-induced murine lung injury. Zhao et al. (40) used commercially available rodent inhalers to produce nebulized hUCMSC-EVs. After intratracheal administration, the therapeutic effects of these EVs on lipopolysaccharide (LPS)-induce animal models were explored. In this study, we used medical/household air compressor and nebulizer to produce nebulized Hypo-EVs owing to their low prices, wide application, tiny smoke particles (1-5 μm), and adjustable fog. The atomized Hypo-EVs could still maintain excellent structural integrity, which further verified the feasibility of MSC-EV INH administration. More importantly, we created an available mouse inhalation device that consisted of six-way mouse inhalation chamber and mouse-holding chamber. Compared with the above mentioned animal inhalation device, our device separately (1) simulated the atomization inhalation process of human beings and realized the nose-only EV exposure; (2) could be administered to multiple mice in parallel; (3) was cost-effective, which is particularly practical for scientists working in low-income countries. In short, we established a feasible, nose-only, high-efficient, and cheap atomization system for mice, which might promote the research progress of preclinical testing of MSC-EVs (or other EVs) administered through INH at laboratory scale.

Biodistribution of Dir-labelled Hypo-EVs in mouse major organs after INH administration revealed that fluorescence intensity mostly accumulated in the lungs. A low intensity was detected within the stomach at 1 day, which might be explained by the possibility of EVs being swallowed during the nebulization process, and this result was consistent with Shi’s report (39). Generally, INH route has the potential for lung targeting and avoids the trapping of EVs in the liver, which is commonly reported during IV administration (15–19).

Asthma is a very common Type-2 immune mediated chronic respiratory disease that lacks effective treatment strategy. Here, we found that Hypo-EVs INH treatment significantly decreased airway inflammatory cell infiltration, numbers of total and eosinophils cells, protein levels of Type-2 inflammatory mediators (IL-4, IL-5, IL-13), and OVA-specific IgE level. It also prevented airway remodeling, concomitant with the reduced number of goblet cell metaplasia, content of subepithelial collagen, and expressions of collagen-1 and pro-fibrogenic markers α-SMA. More importantly, the direct delivery of Hypo-EVs into the lungs *via* the INH route offered greater protection against the OVA-induced increase in IL-13 levels, subepithelial collagen and myofibroblast accumulation compared with IV delivery of these EVs. Obviously, INH route might be a more effective delivery strategy than IV for the treatment of asthma using MSC-EVs (such as Hypo-EVs).

MSC-EVs participate in many biological processes, such as tissue regeneration (41), immune responses (42), and anti-fibrosis (43). However, little is known about their regulatory role in asthma, especially when administered *via* INH. In this study, we investigated the lung mRNA profile in OVA-induced and EVs-INH-treated mice through RNA-Seq, and the reliability of the RNA-seq results was later confirmed by real-time PCR. GO analysis revealed that EVs-INH showed positive regulation on cell adhesion, nervous system development, cell junction, and so on; while had negative regulation on innate immune response, positive regulation B cell activation, extracellular space, extracellular region, and antigen binding, which indicated that EVs-INH might have multiple targets and multiple effects in asthma.

In this study, we packed miR-146a-5p, a famous anti-inflammatory and anti-fibrotic miRNA (32–34), into Hypo-EVs (miR-146a-5p-EVs) and further investigated the therapeutic effect of miR-146a-5p-EVs on asthma mice. INH administration of miR-146a-5p-EVs resulted in significantly higher levels of miR-146a-5p in the lungs, little in stomach, no in other tissues, indicating that miR-146a-5p-EV INH treatment could deliver miR-146a-5p relatively specifically to mouse lungs. Although, miRNAs are potential candidates for treating respiratory diseases, including asthma (44), an efficient delivery system to directly deliver them to lung still lack. Thus, INH administration of MSC-EVs-carrying miRNAs might provide a good reference. More importantly, we found that miR-146a-5p-EVs were generally more potent than Hypo-EVs in suppressing airway inflammation and remodeling in asthmatic mice, which further supported the notion that engineering MSC-EVs is an effective way to improve the therapeutic effect of MSC-EVs (45, 46).

In present study, we first investigated the effects of Hypo-EV INH administration on health mice. Hypo-EV INH treatment had no impact on mouse survival, body weight, pathology of major organs, liver and kidney functions, partly confirming that INH route was safe.

This study had a number of limitations. (1) We only used a single dosage of Hypo-EVs in our animal model. (2) The specific target cells and molecular mechanism of EVs-INH were not further explored. (3) Due to the lack of relevant equipment, airway hyperresponsiveness, another main component to asthma, was not detected. (4) The effectiveness and the safety of normoxic MSC-EVs on asthmatic or normal mice were not investigated.

In conclusions, we created a nose-only, high-efficient, and cheap inhalation device for rodents and confirmed that inhalation of nebulized Hypo-EVs could effectively reduce airway inflammation and reverse markers of airway remodeling in asthma mice. These findings provided ideas for the determination of the equipment to use in the atomization research of MSC-EVs and a noninvasive strategy for ameliorating asthma.

## Data availability statement

The datasets presented in this study can be found in online repositories. The name of the repository and accession number(s) can be found below: NCBI Gene Expression Omnibus; accession number GSE226639.

## Ethics statement

Human umbilical cord samples were obtained from informed, consenting mothers at Affiliated Hospital of Jiangsu University, and the study was approved by the Ethics Committee of Affiliated Hospital of Jiangsu University. The animal study was reviewed and approved by Institutional Animal Care and Use Committee of Jiangsu University.

## Author contributions

XX, YW, XinL, CM, TZ, LD conceived and designed the experiments. XX, YW, XinL, XG, YM, LX, MY, LD analyzed the data. XX, YW, XinL, XG, WG, XiL, JL, XW, LD performed the experiments. The manuscript was written by TZ, CM, LD. All authors contributed to the article and approved the submitted version.

How the deposited data were processed for this re-analysis (not part of the article)

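The data analysed here are 2 RNA-seq libraries of mouse lung, 1 of the OVA group and 1 of the EVs-INH group, both compared as deposited. The count columns of the deposited table hold whole numbers, taken here as the raw counts per gene that the authors made without normalization. The FPKM columns hold values that the authors scaled to gene length and library size, and for genes with at least 100 counts in both libraries the ratio of FPKM and the ratio of counts differ by an almost constant factor. Aligner, counting tool, genome build and animals per library are not stated in the paper's text or the labels. Genes without counts in either library are not listed, and the table holds no P-values. No column of values per library was left out. Of Additional file 1 a copy with 562 of its 1825 genes was used, all of them lower in EVs-INH, and its FPKM values equal the deposited ones at all 562. The measurements of protein, histology and cells were not analysed here.

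The comparison was made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the figures with matplotlib 3.10.9. No test between the groups was made, because each group has 1 library. The log2 ratio is that of the deposited FPKM values, EVs-INH over OVA, with a mean FPKM of at least 0.5 and thresholds of 1 and -1. Counting intervals are 95% Wilson intervals of a gene's share of its summed counts, scaled to the library totals. At the FPKM filter a gene can hold few counts, and the robust SD of the log2 ratio by mean FPKM given with the results shows the precision this leaves. Intervals of medians are taken from the ordered values and do not measure variation between animals. Lists of fewer than 6 genes have too few values for a 95% interval, and the range of their genes is given in its place. Random lists were drawn 10000 times with a fixed seed, matched on 50 bins of mean FPKM.

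GO terms were read from the table, without adding the parents of a term, for the 18 terms that the Results name. GC content and length are those of the longest transcript of a gene in GENCODE M21, found for 99.9% of the genes kept. A trend was removed by subtracting the median log2 ratio in 20 bins of GC content, or of GC content and then length, joined by straight lines. Genes overlapping another listed gene on the same strand numbered 2630, since reads there can go to either gene.

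The genes named in the text were fixed by rule. They are the genes of Figure 6B with Gapdh, the genes of proteins the paper measured, the 5 highest and 5 lowest protein-coding genes, the 3 highest and 3 lowest immunoglobulin V segments with the constant genes, the 3 furthest genes of each GO term in the paper's direction, and the genes of the marker lists. The ends were taken among genes with a mean FPKM of at least 1. Some genes that the rule takes in are not reported here. Others are named as chosen after their values were seen. There were 31 lists of genes for cell types and processes, with 4 more chosen after the data were seen, for kidney tubule cells, skin or squamous epithelial cells, liver cells and monocytes.

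The calculations were tested on simulated data. Counts were simulated with Poisson noise alone, and the changed genes with a log2 change of 2, well past the threshold of 1. Of 200 genes simulated with a change, 200 were called in the right direction, and of 16164 unchanged genes 75 were called (0.464%). These numbers check the calculation and cover counting error only. They are no rate of false calls in the real data, where libraries also differ by animal and preparation. Counting intervals held the simulated ratio at 95.3% of 1000 genes. A simulated trend with GC content had a correlation of -0.74 with the log2 ratio, and -0.029 after removal.

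Alternatives set beforehand changed the pseudocount, the FPKM filter, the centring, the threshold and the genes included. Centring used the median or the trimmed mean (30% trimmed at each end) of genes with a mean FPKM of at least 1. Another 7 alternatives were chosen after the data were seen. They are a filter of CPM above 1 in both libraries, CPM in place of FPKM, counts floored at 3, removal of the GC trend, removal of the GC and length trends, genes with a GO term, and genes with no overlapping gene.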

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

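The tests in this part were chosen after the results were seen, apart from those of the GC trend at alveolar type 1 genes and at B cell genes. Each list below stood out because its median log2 ratio lay so far out that at most 10 of the 10000 random lists went further, in genes that the paper does not discuss. A difference in depth or in the authors' scaling multiplies every gene by 1 factor, and lists moved in both directions. The 10 most counted genes held 16.1% of the counts in OVA and 11.8% in EVs-INH lung. With 1 library per group, the inhalation of Hypo-EVs, differences between animals, the pieces of tissue taken and the library preparation are confounded, and a mislabelled sample was not tested. The biological explanation of the design, the inhalation, therefore stays open as untested at each pattern.

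Genes of airway epithelium were lower in EVs-INH lung. The median of the ciliated list was -0.98 (95% interval -1.51 to -0.38, 20 genes), with every gene below 0, and that of the goblet list -2.42 (95% interval -2.98 to -1.06, 10 genes). Clca1 had 240983 counts in OVA and 30740 in EVs-INH lung (-2.98), Muc5b -2.66 and Muc5ac -2.55, while Tff2 was at 0.29. Over the alternatives the ciliated median ran from -1.02 to -0.80 and the goblet median from -2.46 to -1.48. The GC trend does not carry the goblet genes, whose median was -2.35 (-3.15 to -1.08) with the trend removed. A smaller share of airway in the EVs-INH library could lower these lists together. Ciliated and club cell genes had a joint median of -0.99 (-1.34 to -0.61), and its interval overlaps that of the goblet genes. A smaller share of airway and a change in goblet cells cannot be told apart from these intervals. The paper reports from PAS staining that EVs-INH lowered goblet cell numbers in OVA mice. A change in goblet cells thus has evidence outside these libraries, which was not analysed here.

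Alveolar type 1 genes were higher, with a median of 1.11 (95% interval 0.27 to 1.80, 8 genes) and all genes above 0. Cav1 had 28517 counts in OVA and 76794 in EVs-INH lung (1.42), Akap5 1.80 and Ager 0.55. The median ran from 0.86 to 1.11 over the alternatives. Removal of the GC trend left 0.88, with a lower end of the interval at 0.37, which argues against the trend as the whole cause. Alveolar type 2 genes had a median of 0.14 (95% interval -0.51 to 0.67, 10 genes), or -0.044 with the GC trend removed. A larger share of alveolar tissue cannot be told apart from a change in type 1 cells, because these intervals overlap.

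Genes of cardiac muscle were higher, with a median of 2.49 (95% interval 1.23 to 6.37, 13 genes), all above 0, and from 1.55 to 2.65 over the alternatives. Of the 15 genes on the list, 10 also had at least 100 counts in OVA lung, and no other list holds any of them. The most counted were Myh6, with 876 counts in OVA and 4923 in EVs-INH lung (2.49), and Tnnt2 with 335 counts in OVA and 3379 in EVs-INH (3.33), while Actc1 had 1642 counts in OVA and 1864 in EVs-INH (0.18). With the GC trend removed the median was 2.65 (1.24 to 6.44), so the trend is no sufficient cause. A larger share of the same muscle would raise the genes by 1 factor, but the log2 ratio of Myl2 lay 4.87 above that of Myh6. A candidate explanation is muscle of another part of the heart in the EVs-INH tissue, next to muscle present in both. It was not tested apart from a change within lung muscle.

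Neutrophil genes had a median of 2.91 (95% interval 0.36 to 4.08, 10 genes) and red blood cell genes of 1.99 (range 1.90 to 2.72, 5 genes). Over the alternatives these ran from 1.82 to 2.91 and from 1.95 to 2.26. Of the neutrophil list 7 of 10 genes, and of the red blood cell list 5 of 8, had at least 100 counts in OVA lung, and no other list holds them. S100a8 had 1909 counts in OVA and 20369 in EVs-INH lung, Hbb-bs 24986 counts in OVA and 148988 in EVs-INH, and Ltf moved the other way (-2.13). With the GC trend removed the medians were 2.72 (0.52 to 4.10) and 2.15 (2.04 to 2.78), the last a range, against the trend as a cause. More blood as the whole cause would raise platelet genes as much as red blood cell genes, where both come from blood alone. The platelet median was 0.41 over 8 genes, and its interval, with an upper end of 1.64, lies below the lowest of the red blood cell genes, at 1.90. The platelet list also covers megakaryocytes, and whether its transcripts come from blood alone was not tested. More blood can therefore not be excluded as the whole cause. Other sources of the red blood cell and neutrophil genes were not tested.

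Basal cell genes had a median of -4.16 (range -4.22 to -3.91, 3 genes), and genes of skin or squamous epithelium, a list written after values such as those of Krt1, Krt10, Krt77 and Flg had been seen, of -2.90 (95% interval -3.67 to -0.48, 9 genes). Skeletal muscle genes had a median of -2.38 (95% interval -3.78 to -0.43, 6 genes). The alternatives gave -4.20 to -2.03, -3.34 to -0.48 and -2.42 to -1.53. With the filter of CPM above 1 in both libraries, which leaves out genes with a low count in 1 library also where both hold them, the squamous median was -0.48 and no basal gene was left. Of the basal, squamous and skeletal lists, 0 of 6, 3 of 14 and 1 of 10 genes had at least 100 counts in EVs-INH lung, and no other list holds them. Krt14 had 690 counts in OVA and 39 in EVs-INH lung, Krt5 619 counts in OVA and 42 in EVs-INH, Krt10 809 counts in OVA and 152 in EVs-INH, Acta1 1311 counts in OVA and 96 in EVs-INH and Myh1 1072 counts in OVA and 87 in EVs-INH. Removal of the GC trend left medians of -4.02, -2.77 and -2.22 (-3.62 to -0.27), so the trend is not the whole cause. Fewer basal cells in EVs-INH lung as the whole cause would leave skeletal muscle genes unchanged, but the interval of their median leaves out 0. A piece of another tissue with squamous epithelium and skeletal muscle in the OVA library might lower all 3 lists together. With a skeletal median of -2.38, such a piece cannot be told apart from separate changes in epithelium and muscle, because the pieces of tissue taken are confounded with the groups.

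Transcripts of kidney genes were found in OVA lung. Kap had 1681 counts in OVA and 0 in EVs-INH lung, far above the 3 counts that a count of 0 allows. With the 0 taken as 3 counts and the OVA count as exact, Kap was 570.6-fold lower in EVs-INH lung. The list of kidney tubule genes was written after values such as those of Kap, Slc34a1, Umod, Pck1, Slc22a6, Miox, Slc12a1 and Slc12a3 had been seen. Its median was -1.61 (95% interval -6.02 to 0.61, 9 genes), or -1.63 with counts floored at 3, and it ran from -3.93 to 0.13, with the value above 0 under the filter of CPM above 1 in both libraries, which leaves out genes with few or no counts in EVs-INH lung. Umod had 548 counts in OVA and 9 in EVs-INH lung, Pck1 255 counts in OVA and 8 in EVs-INH, Slc34a1 235 counts in OVA and 0 in EVs-INH and Acsm2 223 counts in OVA and 0 in EVs-INH. Of the 20 genes, 4 had at least 100 counts in EVs-INH lung, another list holds 1, and the most counted, Gpx3, had 34847 counts in OVA and 53398 in EVs-INH. At its level in OVA lung, Kap would have had 1712 counts in the EVs-INH library, which argues against depth. At the GC content of the genes with at most 3 counts in EVs-INH lung the trend reached 0.49 at most, and these genes lie on 6 chromosomes, which argues against shared reads of 1 gene family. Kidney RNA, or reads of a kidney library, in the OVA library is a candidate explanation. It was met by 7 genes with at most 3 counts in EVs-INH lung and more in OVA lung (2302 counts) and by 0 the other way, but Calb1 (60 counts in OVA and 65 in EVs-INH) and Aqp2 (26 counts in OVA and 15 in EVs-INH) did not follow. Over the whole list, 14 of 20 genes were below -1 or at 0 in EVs-INH lung, and 0 were above 1. Kidney RNA and expression of these genes in OVA lung cannot be told apart, because the list was chosen from this pattern. Among protein-coding genes, 35 had at most 3 counts in EVs-INH and at least 50 in OVA lung, and 20 the reverse.

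B cell genes had a median of -0.80 (95% interval -0.94 to -0.13, 10 genes) and plasma cell genes of -0.87 (95% interval -1.87 to -0.13, 10 genes), from -0.84 to -0.64 and from -0.92 to -0.82 over the alternatives. Cd79a had 5557 counts in OVA and 2985 in EVs-INH lung (-0.90), Mzb1 was at -2.02 and Derl3 at -1.87, while Jchain was at -0.13 and Ms4a1 at 0.15. With the GC trend removed the B cell median was -0.74 (-1.18 to -0.38) and the plasma cell median -0.83 (-1.72 to -0.59), against the trend as the whole cause. A smaller share of all lymphocytes could lower B and T cell genes alike. The T cell median was -0.039 (95% interval -0.51 to 0.78, 9 genes), at 0.0074 when the FPKM filter was 0.1, and its interval overlaps that of the B cell genes. A loss of lymphocytes and a loss of B cells alone cannot be told apart on this overlap.

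Clock genes of the evening phase had a median of -0.70 (95% interval -1.68 to 1.36, 9 genes), from -0.86 to -0.54 over the alternatives. Dbp was at -2.28 and Nr1d1 at -1.68, but Per1 at 1.54 and Ciart at 1.36. Of 9 genes, 7 had a counting interval below 0 and 2 above. Genes of the morning phase had a median of 0.34 (range -0.19 to 1.13, 4 genes). A different time of day at sampling could move evening genes down and morning genes up. With 2 evening genes moving up and the sampling times not stated, it cannot be told apart from another cause.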

How the results depend on the processing

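Each choice was changed by itself, with 11 alternatives set beforehand and 7 chosen after the data were seen. No paired analysis was possible because each group has 1 library, and no library could be left out. The authors' threshold on the adjusted P-value was not run. The deposited table holds no such values, and the copy of Additional file 1 holds them for a part of the lower genes only. Without the FPKM filter, and with it at 0.1, genes of few counts enter, so that counting error limits how far these results can be read.

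More genes were higher than lower under 8 of the 18 alternatives and more were lower under 10. The higher genes numbered from 420 to 6064 and the lower genes from 486 to 4736. Higher genes were the larger part of the changed genes as reported, and made up 43.3% of them with the GC trend removed and 41.5% with the GC and length trends removed (829 higher and 1171 lower genes). The share of a GO term stayed on its side of the share among all genes under all alternatives for 9 of the 18 terms. Membrane changed side under 5 alternatives, metal ion binding and cytoskeleton under 3 each, and cell junction without the filter only. ATP binding changed side with the CPM filter only, and innate immune response, B cell activation, antigen binding and Ig receptor binding without immunoglobulin genes only. Term medians kept their sign under all of 15 alternatives for 5 of the 18 terms, which were cell adhesion, nervous system development, cell junction, synapse and extracellular space. Of 324 shares under the alternatives, 207 lay within the interval of the share as reported, and of 270 term medians 223 did.

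Of the 65 named genes with a ratio, 54 lay past a log2 ratio of 1 or -1, and 48 of these kept their side of the threshold under all 8 alternatives run on genes. Among those that did not, Pank3 and Zfp59 were below 1 under all 8, with values from 0.22 to 0.99 and from 0.63 to 0.98. Tubb1, Trpv4 and Casc1 kept their side under 4 each, with values from -1.04 to -0.46, from -1.04 to -0.42 and from -1.04 to -0.54. Of 520 values of named genes, 404 lay within the gene's counting interval, 112 lay outside it with the same sign and 4 outside it with the other sign. The sign was the same under all 8 for 62 genes, and under 7 for Col1a1, 6 for Traf6 and 2 for Tirap. Of 35 lists, 29 have at least 6 genes and so an interval. It leaves out 0 for 12, and 11 of these kept the sign of the median under each alternative that gave a value. The exception was mitochondrially encoded genes. Of 454 list medians, 436 lay within the interval, or the range for smaller lists, 16 outside it, and 2 outside it with an interval on the other side of 0. Basal cell genes gave no value with the CPM filter.

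The values below are those that an alternative moved, a count of genes by over 1.5 times, or a share or a term median out of its interval. With a pseudocount of 0.1, no count, share or term median did so. With a pseudocount of 1, which draws ratios of low FPKM values towards 0, 420 genes were higher and 494 lower. The shares were then innate immune response 13.6%, response to bacterium 11.9%, complement activation 11.5%, B cell activation 11.1%, membrane 32.6%, extracellular space 16.8%, protein binding 26.2%, metal ion binding 11.9%, antigen binding 11.1% and Ig receptor binding 11.3%, and the median of metal ion binding 0.10. With a mean FPKM of at least 0.1, which adds genes, 2819 were higher and 2330 lower. The shares were innate immune response 3.73%, response to bacterium 2.92%, complement activation 2.79%, B cell activation 2.66%, membrane 21.1%, extracellular space 7.60%, extracellular region 7.55%, cytoskeleton 4.81%, protein binding 16.2%, metal ion binding 9.51%, ATP binding 3.78%, antigen binding 2.66% and Ig receptor binding 2.66%, and the median of membrane 0.020. With a mean FPKM of at least 1, which takes genes away, the shares were membrane 29.7% and protein binding 26.3%. Without a filter, which adds the most genes, 6064 genes were higher and 4736 lower. The shares were cell adhesion 2.01%, nervous system development 1.58%, innate immune response 2.24%, response to bacterium 1.58%, complement activation 1.46%, B cell activation 1.35%, membrane 16.2%, cell junction 2.66%, synapse 2.95%, extracellular space 5.47%, extracellular region 5.87%, cytoskeleton 2.66%, protein binding 11.2%, metal ion binding 6.51%, ATP binding 2.41%, antigen binding 1.35% and Ig receptor binding 1.35%. The medians were nervous system development 0.33, membrane 0.036 and synapse 0.29.

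Centred on the median of the genes, which subtracts 0.041, the term medians were membrane -0.037, cytoskeleton -0.028, protein binding 0.014, metal ion binding 0.085 and ATP binding -0.046. Centred on the trimmed mean they were membrane -0.036, cytoskeleton -0.027, protein binding 0.015, metal ion binding 0.086 and ATP binding -0.046. At a threshold of 1.5, which calls fewer genes, 461 were higher and 486 lower. The shares were regulation of RNA polymerase II transcription 0.651%, innate immune response 11.7%, response to bacterium 10.3%, complement activation 9.88%, B cell activation 9.67%, membrane 23.9%, cytoskeleton 6.58%, protein binding 18.9%, metal ion binding 8.89%, antigen binding 9.67% and Ig receptor binding 9.88%. Beyond 2 robust SDs, which also calls fewer, 616 were higher and 743 lower. The shares were innate immune response 9.69%, response to bacterium 8.34%, complement activation 7.94%, B cell activation 7.67%, membrane 31.8%, protein binding 25.8%, metal ion binding 11.4%, antigen binding 7.67% and Ig receptor binding 7.81%.

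Among protein-coding genes only, which leaves out immunoglobulin segments and noncoding genes, 758 genes were higher. The shares were regulation of RNA polymerase II transcription 2.51%, cell adhesion 5.80%, nervous system development 4.88%, innate immune response 2.54%, response to bacterium 1.07%, complement activation 0.668%, B cell activation 0.134%, membrane 42.1%, cell junction 7.39%, synapse 6.99%, extracellular region 14.3%, cytoskeleton 12.7%, protein binding 35.8%, metal ion binding 23.1%, ATP binding 8.69%, antigen binding 0.267% and Ig receptor binding 0.134%. The medians were innate immune response 0.048, response to bacterium 0.047, complement activation -0.23, B cell activation 0.072, antigen binding -0.010 and Ig receptor binding 0.52, all of another sign than as reported apart from complement activation and antigen binding. Without immunoglobulin genes the shares were innate immune response 1.80%, response to bacterium 0.701%, complement activation 0.400%, B cell activation 0%, extracellular space 9.11%, antigen binding 0.100% and Ig receptor binding 0%. The medians were innate immune response 0.058, response to bacterium 0.14, complement activation 0.025, B cell activation 0.14, antigen binding 0.16 and Ig receptor binding 0.42. All 6 changed sign, and the last alone had an interval on the other side of 0. These 2 alternatives take out the genes that made up most of the lower genes of these terms.

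With the CPM filter, chosen after the data were seen like the alternatives that follow, the shares were cell adhesion 5.47%, nervous system development 4.64%, membrane 38.1%, cell junction 7.64%, synapse 7.74%, extracellular region 11.7%, cytoskeleton 10.9%, protein binding 33.3%, metal ion binding 20.1% and ATP binding 8.40%, and the cause was not tested. With CPM in place of FPKM, and also with counts floored at 3, the medians were membrane -0.015 and protein binding 0.037, by the constant factor between the 2 units. Among genes with a GO term, which leaves fewer genes to divide by, 799 were higher. The shares were cell adhesion 5.51%, nervous system development 4.63%, innate immune response 9.35%, response to bacterium 7.91%, complement activation 7.55%, B cell activation 7.07%, membrane 40.6%, cell junction 7.01%, synapse 6.76%, extracellular space 15.2%, extracellular region 12.8%, cytoskeleton 11.4%, protein binding 34.3%, metal ion binding 21.9%, ATP binding 7.91%, antigen binding 7.19% and Ig receptor binding 7.19%. Leaving out genes that overlap another gene moved no count, share or term median that far.

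With the GC trend removed the share was metal ion binding 11.0%, and the medians were regulation of RNA polymerase II transcription -8.2e-05, membrane -0.043, cell junction 0.13, cytoskeleton -0.044, protein binding 0.0019, metal ion binding 0.030 and ATP binding -0.051, with the sign changed for the first, membrane and cytoskeleton. Outside their intervals and with the sign changed were mitochondrially encoded genes, at a median of -0.38, Col1a1 at 0.081 and Traf6 at -0.033. With the GC and length trends removed the shares were cell adhesion 2.65%, protein binding 20.0% and metal ion binding 10.3%, and the medians regulation of RNA polymerase II transcription -0.057, nervous system development 0.088, membrane -0.066, cell junction 0.056, synapse 0.082, cytoskeleton -0.080, protein binding -0.046, metal ion binding -0.011 and ATP binding -0.11. The sign changed for regulation of RNA polymerase II transcription, membrane, cytoskeleton, protein binding and metal ion binding, and of these protein binding went from an interval above 0 to one below it. Mitochondrially encoded genes were then at -0.40, Traf6 at -0.19 and Tirap at -0.18, also with the sign changed. By construction these shifts follow the GC content and the length of the genes. What causes the trend is taken up under the other observations.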

Differences from the paper's values

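The paper gives the share of upregulated or downregulated mRNAs that carry each GO term, from DAVID, and the shares here use the GO terms of the deposited table. Listed are shares that differ from the paper's by over 1.5 times, and an alternative is said to reach the paper's share where it came within 1.5 times of it. For regulation of transcription from RNA polymerase II promoter the paper's share is 11.3% and the share here 1.57%, and none of the alternatives set before the data were examined reached it, nor did those chosen after. All of them used the same GO annotation. For cell adhesion the paper's share is 6.3% and the share here 3.63%. Of the alternatives set before the data were examined, protein-coding genes only (5.80%) reached it and the others did not. Of those chosen after seeing the values, the CPM filter (5.47%) and genes with a GO term (5.51%) did.

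For nervous system development the paper's share is 5.5% and the share here 3.05%. A pseudocount of 1 (4.05%), a threshold of 1.5 (4.12%), 2 robust SDs (3.90%) and protein-coding genes only (4.88%) reached it among the alternatives set before, and the others did not. Among those chosen after seeing the values, the CPM filter (4.64%), removal of the GC trend (3.99%) or of the GC and length trends (3.74%), and genes with a GO term (4.63%) did. For cell junction the paper's share is 8.7% and the share here 4.62%, and for synapse 8.5% and 4.46%. Protein-coding genes only reached both, at 7.39% and 6.99%, and no other alternative set before did. Chosen after seeing the values, the CPM filter (7.64% and 7.74%) and genes with a GO term (7.01% and 6.76%) also reached them.

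For metal ion binding the paper's share is 21.7% and the share here 14.4%. A mean FPKM of at least 1 (16.2%), protein-coding genes only (23.1%) and the genes without immunoglobulin genes (14.9%) reached it, and the other alternatives set before did not. Chosen after seeing the values, the CPM filter (20.1%), counts floored at 3 (14.5%), genes with a GO term (21.9%) and genes with no overlapping gene (15.0%) did. For ATP binding the paper's share is 9% and the share here 5.89%. Centring on the median (6.19%) or on the trimmed mean (6.19%), protein-coding genes only (8.69%) and the genes without immunoglobulin genes (6.61%) reached it, and the others set before did not. Chosen after seeing the values, the CPM filter (8.40%), genes with a GO term (7.91%) and genes with no overlapping gene (6.09%) did.

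Additional file 2 of the paper gives the number of genes annotated with each term in its background, and the deposited table annotates fewer genes with the following terms. The paper's number is 1609 for regulation of transcription from RNA polymerase II promoter, against 595 here, 395 for defense response to bacterium against 204, and 223 for complement activation against 131. It is 197 for positive regulation of B cell activation against 116, 1970 for extracellular space against 1311, 210 for antigen binding against 120 and 195 for immunoglobulin receptor binding against 112. These numbers do not depend on the alternatives, so none reached the paper's.

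The paper's text counts 969 upregulated and 856 downregulated mRNAs, against 1212 and 1120 here, which is within 1.5 times. The filter of CPM above 1 in both libraries, chosen after seeing the values, gave 969 higher and 857 lower genes out of 15863. These numbers come from the filter and the log2 threshold alone, without the adjusted P-value. In the copy of Additional file 1 the ratio of q to p gives 15863 genes tested. The Results describe the genes measured by real-time PCR as the least changed on each side. By the ratio of FPKM values 4430402I18Rik lay between Tubb1 and Trpv4 under that filter. The paper names regulation of transcription from RNA polymerase II promoter, membrane, protein binding and metal ion binding among the main terms of the upregulated mRNAs, and ATP binding among those of the downregulated. Here the higher genes carried the first 4 less often than all genes did, and the lower genes carried ATP binding less often, with the shares given at those sentences. Membrane was carried more often than among all genes with a pseudocount of 1, beyond 2 robust SDs and among protein-coding genes, and metal ion binding among protein-coding genes. Under alternatives chosen after seeing the values, membrane and metal ion binding were carried more often with the CPM filter and among genes with a GO term, and ATP binding with the CPM filter. No alternative did so for protein binding or regulation of transcription from RNA polymerase II promoter. The GO annotation was the same under every alternative. It holds 595 genes of the transcription term, against 1609 in the paper's background. Annotation as a cause of the differences was therefore not tested.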

Other observations

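The tests in this part were written before their results were seen. The log2 ratio fell with GC content across all genes by 0.34 per 10 points. A different recovery of sequences by GC content in the 2 libraries is a candidate explanation, and it would appear also among genes of 1 cell type or process. Within 30 lists (282 genes) the slope was -0.41 per 10 points, and 1 of 10000 shufflings of GC content within the lists gave a slope as low. The central 95% of the shuffled slopes ran from -0.23 to 0.22. This argues against a change in the shares of cell types as the whole cause. Among the 225 genes within 1 of their list's median the slope was -0.39, with 0 shufflings as low, and over 73 genes of cytosolic ribosomal proteins -0.19. The trend may thus come from library preparation or sequencing, and with 1 library per group it is confounded with the groups.

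Genes of zinc finger proteins named Zfp, a family singled out after values of these data were seen, were higher in EVs-INH lung, with a median of 0.51 (0.42 to 0.57) over 342 genes, 49 above 1 and 3 below -1. Their median GC content was 43.6%, against 49.6% of all genes. With the GC trend removed the median was 0.20 (0.16 to 0.24), with 9 genes above 1. The trend as the whole cause would bring the median to 0, which its interval leaves out, so it could make up only a part of the difference. No biological explanation was tested.

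Immunoglobulin V segments moved in both directions. Reads shared between similar segments could do so, but then segments that share no stretch of 50 bases with another would move together. Of 31 such segments 7 were above 1 and 14 below -1, with an SD of 2.64 in log2. Of the 151 segments that share a stretch, 24 were above 1 and 72 below -1, with an SD of 1.96. This argues against shared reads as the whole cause. A change in the B cell clones between the animals stays open and was not tested.

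The mRNAs of proteins that the paper measured were as follows. Il13 had 55 counts in OVA and 0 in EVs-INH lung, at least 18.7-fold lower. Il4 had 78 counts in OVA and 72 in EVs-INH (-0.10, -0.60 to 0.32), Il5 13 counts in OVA and 23 in EVs-INH (0.79, -0.17 to 1.76), Col1a1 2832 counts in OVA and 2739 in EVs-INH (-0.055) and Acta2 8427 counts in OVA and 4613 in EVs-INH (-0.88). Traf6 was at 0.16 and Tirap at 0.014. The paper measured TRAF6 and TIRAP protein with inhaled miR-146a-5p-EVs, which neither library here received. It measured the interleukins as protein in BALF, and collagen-1 and α-SMA by staining of the airway. The mRNA of whole lung is another measure than these.

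Lists that did not stand out had the following median log2 ratios, each with its lowest and highest value over the alternatives, some of which were chosen after the data were seen. For cells of the airway and lung they were -0.99 (95% interval -1.60 to 0.50, 8 genes) for club cells, from -1.04 to -0.84; 0.49 (95% interval -0.28 to 1.35, 10 genes) for endothelial cells, from 0.45 to 0.55; 0.35 (95% interval -0.69 to 0.78, 10 genes) for fibroblasts, from 0.021 to 0.60; -0.59 (95% interval -1.21 to 0.53, 8 genes) for smooth muscle, from -0.64 to -0.44; and -0.26 (range -1.04 to 0.84, 5 genes) for mesothelial cells, from -0.47 to -0.015. For immune cells they were -0.52 (95% interval -2.43 to 0.065, 12 genes) for type 2 immune genes, from -1.51 to -0.31; 0.81 (range -0.61 to 1.69, 3 genes) for eosinophils, from 0.10 to 0.81; 0.13 (95% interval -3.34 to 0.87, 6 genes) for alveolar macrophages, from -0.61 to 0.13; and 0.31 (95% interval -0.22 to 0.78, 8 genes) for monocytes, from 0.18 to 0.47. They were -0.16 (95% interval -0.92 to 1.91, 10 genes) for neurons and glia, from -0.40 to 0.28; 1.00 (95% interval -0.22 to 2.34, 6 genes) for fat cells, from -0.00066 to 1.14; and 0.97 for liver cells (1 gene), from -1.74 to 1.06. For processes they were -0.068 (95% interval -0.49 to 0.90, 12 genes) for immediate early genes, from -0.34 to 0.074; 0.42 (95% interval -0.10 to 1.25, 11 genes) for interferon-stimulated genes, from 0.34 to 0.55; and -0.43 (95% interval -0.77 to -0.065, 10 genes) for cell cycle genes, from -0.67 to -0.28. For classes of RNA they were 0.22 (95% interval 0.081 to 0.35, 13 genes) for mitochondrially encoded genes, from -0.40 to 0.22; 0.023 (95% interval -0.11 to 0.24, 24 genes) for cytosolic ribosomal proteins, from -0.063 to 0.035; and 0.44 (95% interval 0.24 to 1.39, 6 genes) for nuclear-retained RNAs, from 0.027 to 0.61. The median of type 2 immune genes was lowest with a mean FPKM of at least 1. The sign changed under 5 alternatives for alveolar macrophages, 3 each for immediate early genes and cytosolic ribosomal proteins, 2 each for mitochondrially encoded genes and liver cells, and 1 each for neurons and glia and fat cells.

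Genes of the Y chromosome, also chosen after the data were seen, had few counts in both libraries, and Xist had 38757 counts in OVA and 54011 in EVs-INH lung. Ddx3y had 47 counts in OVA and 93 in EVs-INH, Eif2s3y 37 and 50, Kdm5d 17 and 47, and Uty 21 and 23.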
